# Oncogenic c-Myc induces replication stress by increasing cohesins chromatin occupancy in a CTCF-dependent manner

**DOI:** 10.1038/s41467-024-45955-z

**Published:** 2024-02-21

**Authors:** Silvia Peripolli, Leticia Meneguello, Chiara Perrod, Tanya Singh, Harshil Patel, Sazia T. Rahman, Koshiro Kiso, Peter Thorpe, Vincenzo Calvanese, Cosetta Bertoli, Robertus A. M. de Bruin

**Keywords:** Oncogenes, Stalled forks, Stalled forks

## Abstract

Oncogene-induced replication stress is a crucial driver of genomic instability and one of the key events contributing to the onset and evolution of cancer. Despite its critical role in cancer, the mechanisms that generate oncogene-induced replication stress remain not fully understood. Here, we report that an oncogenic c-Myc-dependent increase in cohesins on DNA contributes to the induction of replication stress. Accumulation of cohesins on chromatin is not sufficient to cause replication stress, but also requires cohesins to accumulate at specific sites in a CTCF-dependent manner. We propose that the increased accumulation of cohesins at CTCF site interferes with the progression of replication forks, contributing to oncogene-induced replication stress. This is different from, and independent of, previously suggested mechanisms of oncogene-induced replication stress. This, together with the reported protective role of cohesins in preventing replication stress-induced DNA damage, supports a double-edge involvement of cohesins in causing and tolerating oncogene-induced replication stress.

## Abstract (web summary)

Here the authors report that oncogenic c-Myc induces replication stress via increasing the amount of cohesins bound to chromatin at CTCF sites.

## Introduction

DNA replication stress (RS) results from inefficient DNA replication, associated with slowing down and/or stalling of DNA replication forks, thus compromising the fidelity and timely completion of genome duplication^1^. RS is a common feature of cancer cells with accelerated S-phase entry, driven by oncogene activation, such as MYC, Ras and Cyclin E, or the absence of tumour suppressors, such as RB1^2^. Oncogene-induced RS directly contributes to the generation of genome instability^1^ and Chromosomal instability (CIN)^3^. Importantly, recent work shows that CIN in turn generates RS^4^. This establishes a vicious cycle of RS-driven CIN where oncogene-induced RS contributes to the initiation of cancer and rapid genome evolution observed in tumours. Despite the critical role of RS in cancer, the mechanisms that generate oncogene-induced RS remains not fully understood (Fig. 1a). The most widely reported mechanisms are an increased occurrence of replication forks colliding with transcriptional bubbles, known as transcription–replication conflicts, and the dysregulation of replication initiation^1^. In the case of oncogenic overexpression of Cyclin E, both these mechanisms have been reported^5,6,7^. The reduced length of G1 following Cyclin E overexpression has been associated with a decrease in licensing events, which is thought to cause under-replication^6^. Cyclin E overexpression has also been shown to cause RS by increased transcription–replication conflicts in transcribed genes^5,7^. In contrast, the oncogenic activity of the transcription factor c-Myc has been reported to increase replication initiation events, thus causing over-replication^8,9^. Surprisingly, while c-Myc is thought to induce a large transcriptional programme to promote proliferation and growth^10^, it has not been linked to increased transcription-replication interference.

**Fig. 1:**
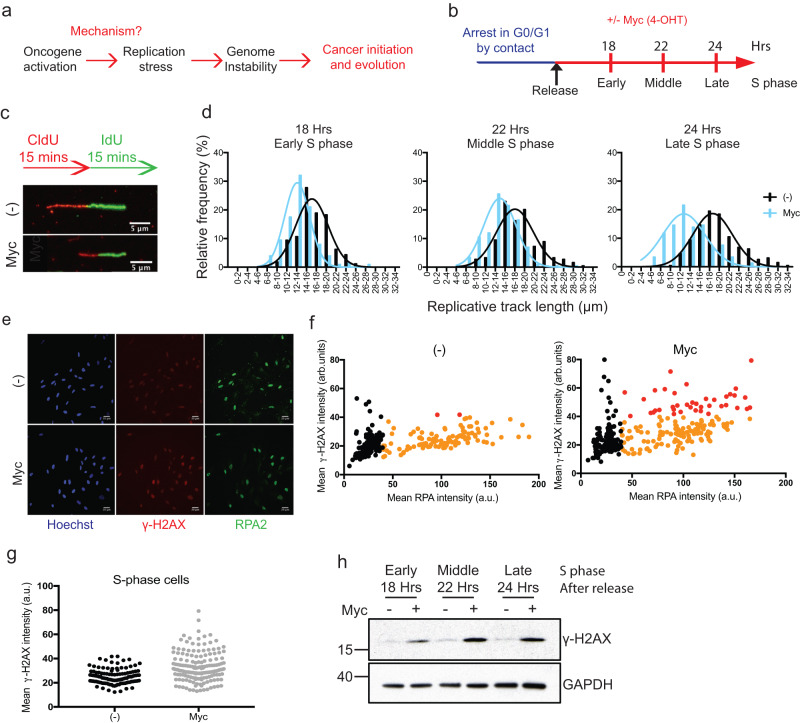
c-Myc-induced replication stress and DNA damage depend on events in G1 phase. **a** Schematic of oncogene-induced replication stress. **b** Schematic of the synchronisation experiments for G1-S release. RPE1 c-MycER cells were left to grow to confluence, then trypsinised and plated in fresh medium. After cell spreading, 4OH-T was added to induce c-Myc or left untreated as control. Samples were taken at indicated times after release representing early = 18 h, middle = 22 h, late = 24 h S-phase populations. **c** DNA fibre analysis of synchronised cells. Schematic showing the pulse labelling with the two nucleotide analogues. Immunofluorescence of representative fibres. **d** Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at indicated times after release from arrest; *P* value****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 2 experiments. **e** Representative images of RPA and γH2AX immunofluorescence. **f** Immunofluorescence staining of chromatin-bound RPA and γH2AX after 24 h release from confluence arrest. Scatter plot showing the intensity of RPA and γH2AX signal in single nuclei. Black = RPA-negative cells, orange = RPA-positive cells, red = RPA-positive cells with higher γH2AX signal. Representative of *n* = 2 experiments. **g** Graph showing γH2AX intensity in individual S-phase cells after 24 h release from confluence arrest plotted in the scatter plot. *P* value****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 2 experiments. **h** Western blot of γH2AX at the indicated timepoints after release from G1 arrest, with and without c-Myc activation; early = 18 h, middle = 22 h, late = 24 h; GAPDH is a loading control. Representative of *n* = 3 experiments. Source data are provided as a Source data file.

Besides transcription machineries, other large protein complexes bound to DNA could interfere with replisome progression. The cohesin complex is probably one of the most abundant protein complexes interacting with the DNA. Whilst previous work has established an important role for cohesins in the recovery from RS, preventing RS-induced DNA damage^11,12,13^, more recent work indicates that cohesins could also slow down replisome progression during S-phase^14,15^. Cohesins are ring-shaped multiprotein complexes comprising two major subunits, Structural Maintenance of Chromosome (SMC) 1 and SMC3, along with the kleisin subunit Rad21 and STAG1 and STAG2 in mammalian cells^16^. The loading of cohesins onto DNA is highly regulated, and in mammalian cells depends on the activity of the loaders MAU2 and Nipped-B-like protein (NIPBL). The activity of the loaders is antagonised by the release factor WAPL^17^. While loading and release occur throughout the entire cell cycle, during S-phase and G2 cohesins interaction with the DNA is more stable^18^. This is due to the establishment factors, ESCO1 and ESCO2 in mammalian cells, which acetylate the SMC3 subunit of the cohesin complex^19^, and thus prevent the release activity of WAPL^20^.

Recent evidence confirmed that in mammalian cells, as previously reported in budding yeast^21^, cohesin rings are able to move along the DNA in a transcription-dependent manner^22^. Binding of the CCCTC-Binding Factor (CTCF) to CTCF sites is involved in the organisation of spatially interacting regions of chromatin^23^, known as topologically associated domains (TADs)^23,24^. It has been shown that CTCF sites can act as a road-block for cohesins, with accumulation of cohesins often detected at CTCF sites in mammalian cells^25,26^. While the majority of cohesins interact dynamically with the DNA, some are associated more stably, and reside at CTCF sites, where they participate in the organisation of chromatin loops^27^.

Here, we report that c-Myc induces replication stress via increasing the number of cohesins bound to chromatin accumulating at sites in a CTCF-dependent manner, which represents a different mechanism for oncogene-induced RS to previously suggested mechanisms. Since MYC is hyper-activated in many cancers, this mechanism of oncogene-induced replication stress is likely to have an important role in cancer biology and potentially therapy.

## Results

Different oncogene-induced RS mechanisms have been proposed. To establish which of these contribute to MYC-induced RS, we exploited a c-Myc-ER inducible RPE1 hTERT cell line^28^. In this system, oncogenic c-Myc activation depends on the translocation of the c-Myc-ER protein into the nucleus after 4OH tamoxifen (4OH-T) addition (Supplementary Fig. 1a, b), which is independent of c-Myc-ER protein levels (Supplementary Fig. 1c). Twenty-four to 48 h after 4OH-T addition, oncogenic c-Myc activity can be observed via a decrease in colony formation (Supplementary Fig. 1d) and increased gene expression of well-known MYC target genes at both RNA (Supplementary Fig. 1e, f) and protein level (Supplementary Fig. 1g), and a progressive proliferative arrest of cells where c-Myc is induced (Supplementary Fig. 1h). As shown previously^28^, activation of c-Myc-ER by 4OH-T induces RS (pCHK1 and pRPA) and DNA damage (pCHK2, p21 and γH2AX) response markers within 24 h (Supplementary Fig. 1i, j) and causes shortening of DNA fibre length (Supplementary Fig. 1k), indicative of slowing down of replication forks. Together these data support the use of this system to study the mechanisms underlying RS generation following acute oncogenic MYC induction.

### Oncogenic c-Myc activity in G1 phase is required to induce replication stress in S-phase

The proposed mechanism of oncogene-induced RS includes under-replication, which requires shorting of the G1 phase, over-replication and transcription–replication conflicts during S-phase. To gain some initial insights into how c-Myc induces RS we first established whether c-Myc activity in G1 and/or S-phase is required or sufficient to induce RS. We arrested cells in different cell cycle phases, released them with or without c-Myc activation and tested the levels of RS and DNA damage in the following S-phase. First, we used confluency to arrest cells in G0/G1. After release into the cell cycle, c-Myc was activated by adding 4OH-T or left untreated as control (Fig. 1b and Supplementary Fig. 1l), allowing us to study the first G1 and S phases (early, middle, and late S-phase, 18 hrs, 22 hrs and 24 hrs after release respectively) after oncogene activation. To measure RS, we analysed the length of DNA fibres, as a proxy for the speed of replication forks. The activation of c-Myc reduces the average DNA fibre length compared to control, suggestive of slowing down of replication forks (Fig. 1c, d and Supplementary Fig. 1m). We then measured DNA damage by monitoring the phosphorylation of the histone H2AX. We observed increased levels of the DNA damage marker γ-H2AX in S-phase cells by both Western blot and immunofluorescence (Fig. 1e–h). We confirmed these findings by synchronising the cells via nocodazole shake-off (Supplementary Fig. 1n–r). Together, these data suggest that the activation of c-Myc during G1 and S-phase can induce RS and DNA damage.

To test if G1 phase is required for c-Myc to induce RS, we synchronised cells in early S-phase by adding hydroxyurea (HU). Subsequently, we washed out HU to allow S-phase progression with or without c-Myc activation and analysed the levels of RS and DNA damage (Supplementary Fig. 2a, b). We did not observe any decrease in DNA fibre length in c-Myc-activated cells compared to the control (Supplementary Fig. 2c). On the contrary DNA fibres appear slightly longer upon c-Myc induction, indicating that c-Myc activity during S-phase does not cause RS, but might even increase the replication capacity of the cell as reported in ref. ^29^. Correspondingly, we did not observe any increase in DNA damage in c-Myc cells (Supplementary Fig. 2d). As expected, c-Myc activation increased Cyclin E levels, a transcriptional target of MYC (Supplementary Fig. 2e). Since HU treatment by itself causes RS, which might mask c-Myc-induced RS, we also released cells synchronously into S-phase after a G1 arrest via CDK4/6 inhibition by Palbociclib, as reported by Trotter et al.^30^ c-Myc was activated, via addition of 4OH-T, either immediately after release (18 and 21 h), therefore throughout G1 phase, or immediately before entering S-phase (4.5 and 7.5 h), and DNA damage and DNA fibres length were analysed as above (Supplementary Fig. 2g–j). As in the previous experiments, we observed DNA damage when cells experienced c-Myc activity during G1, confirming that c-Myc activity during G1 is required to generate RS in S-phase.

### Under-replication and replication–transcription collisions have a limited contribution to c-Myc-induced RS

A possible cause of RS could be a decrease in G1 length, which has been associated with reduced origin licensing and consequent RS upon Cyclin E overexpression^6^. We evaluated replication origin licensing in pre-extracted samples by measuring chromatin-bound Mcm7, a component of the helicase complex that is loaded on the DNA during G1 as in ref. ^6^. We did not observe a decrease in origin licensing (Supplementary Fig. 2k), indicating that reduced origin licensing is an unlikely causative mechanism for c-Myc-induced RS.

It has been previously reported that RS can result from increased transcription–replication collisions^5,7^. To test if interference between replication and c-Myc-induced transcription contributes to RS we decreased global transcription levels via treatment with the RNA polymerase inhibitor 5,6-Dichloro-1-β-d-Ribofuranosyl Benzimidazole (DRB) for 2 h, as in ref. ^31^, during the first S-phase after release from G1 (Supplementary Fig. 2l, m). We confirmed that c-Myc activation increases global transcription levels, by 5-Ethynyl Uridine (EU) incorporation, and that DRB reduces it (Supplementary Fig. 2l). However, DNA fibre analysis shows that this does not rescue the c-Myc-dependent decrease in DNA fibre length (Supplementary Fig. 2m). This suggests that in this system transcription inhibition by DRB does not prevent c-Myc-induced RS in the first S-phase, though we cannot exclude a role for replication–transcription collisions in other settings.

### c-Myc activation increases cohesins on chromatin

We next focused on alternative mechanisms that could contribute to c-Myc-induced RS. A potential source of RS could be protein complexes interacting with the DNA during S-phase that could slow down replication fork progression. We hypothesised that potential candidates for this could be the cohesin complexes. Whilst cohesin has been shown to have a role in preventing RS-induced DNA damage^11^, we hypothesised that a c-Myc-induced increase in cohesin chromatin occupancy during G1 could slow down replisome progression during S-phase as suggested in refs. ^14^ and ^15^. We therefore analysed the fraction of chromatin-bound cohesin subunits SMC1 and SMC3 by Immunofluorescence (IF) of pre-extracted samples, in cells released from G0/G1 with and without c-Myc. These data show that higher levels of SMC1 and SMC3 are detected on chromatin in c-Myc-activated cells both in G1 and in S-phase (Fig. 2a and Supplementary Fig. 3a). This was confirmed in asynchronous cell populations (Supplementary Fig. 3b) and by chromatin preparations followed by Western blot analysis (Fig. 2b).

**Fig. 2:**
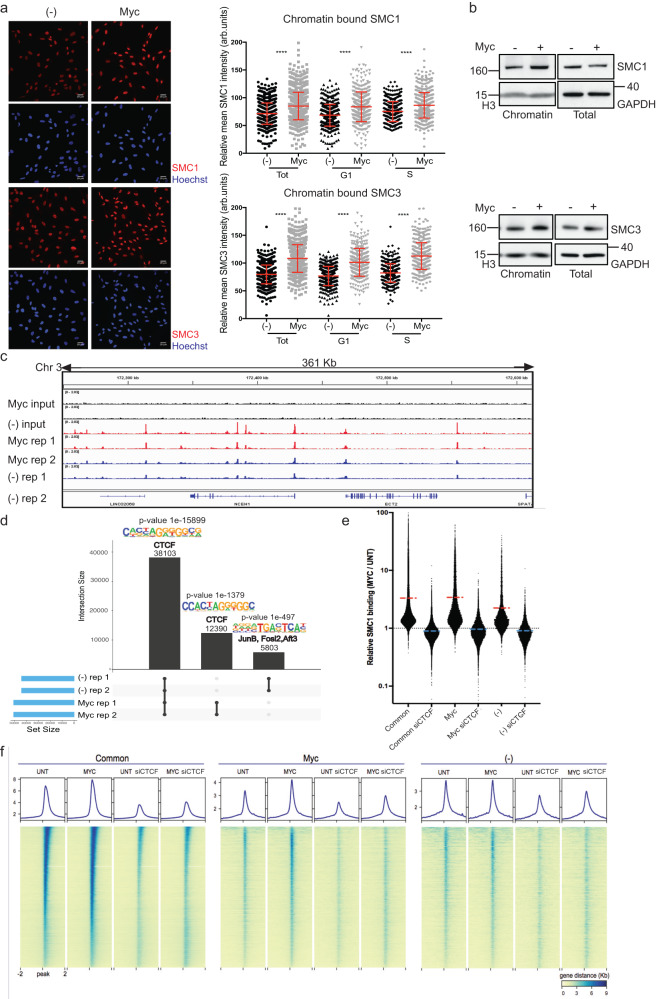
c-Myc activation increases cohesion chromatin occupancy in G1. **a** Synchronised cells were released into the cell cycle and immunofluorescence of chromatin-bound cohesin subunits SMC1 and SMC3 were performed at 18 h after release. Left panels; representative images of SMC1, SMC3 and Hoechst. Right: graph reporting the intensity of SMC1 and SMC3 signals in total, S-phase and G1-phase single nuclei of untreated and c-Myc cells. *P* value****<0.0001 calculated with Mann–Whitney test. Pool of *n* = 3 experiments. **b** Western blot of chromatin preparations and total cell lysates in asynchronous population with and without c-Myc activation for 16 h. GAPDH and H3 are loading controls. Representative of *n* = 3 experiments. **c** Binding of SMC1 to the reported DNA loci in untreated and c-Myc-activated cells. Two repeats for each condition are represented. **d** Graph representing the analysis of SMC1 binding distribution in c-Myc and untreated cells. Binding motif prediction with *P* value for each group, along with the published similar consensus identified. **e** Quantification of SMC1 binding in common, c-MYC-only or untreated (−) only peaks in c-Myc-activated cells relative to the untreated cells. Dash line represents the mean (red for sicontrol; blue for siCTCF). **f** Average profile and heatmap of SMC1-bound regions (ChIP-seq) in the groups identified in (**d**): common peaks, c-Myc only and untreated only (−) in untreated (UNT) of c-Myc-activated (C-MYC) cells, with sicontrol or CTCF-downregulation (siCTCF). Source data are provided as a Source data file.

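The region drawn in Fig. 2c, whose bounds were read from its axis, lies on chromosome 3 (hg19) and holds LINC02068, NCEH1, ECT2 and the end of SPATA16. NCEH1 encodes a neutral cholesterol ester hydrolase and ECT2 a guanine nucleotide exchange factor of cytokinesis. MACS2 called 13 and 15 SMC1 peaks in this region in untreated replicates 1 and 2 and 13 and 16 in c-Myc replicates 1 and 2. They merge into 21 sites between 172259103 and 172575186, of which 8 had a peak in all 4 libraries (common), 2 in both c-Myc but not in both untreated replicates (c-Myc only), 2 in both untreated but not in both c-Myc replicates (untreated only), and 9 in both replicates of neither condition. Common sites lay at the promoter of NCEH1 (172427979 to 172429416), where fold enrichment was 11.1 and 9.48 in the untreated libraries and 12.0 and 10.9 in the c-Myc libraries, and at the promoter of ECT2 (172467813 to 172468508), where it was 8.30, 5.12, 4.98 and 4.60 in the same order. The fold enrichment is each peak's own value over its local background, and values are not levels that can be compared between libraries. Of the c-Myc only sites, 172259103 to 172259485 near TNFSF10 had fold enrichments of 5.88 and 5.88 in the c-Myc libraries and 172376692 to 172377371 in an intron of NCEH1 had 3.56 and 5.41. Both also had a peak in untreated replicate 1, with fold enrichments of 2.71 and 7.16. Of the untreated only sites, 172323719 to 172324113 near NCEH1 had no c-Myc peak, and 172467079 to 172467419 beside the ECT2 promoter also had a peak in c-Myc replicate 1. A match to the CTCF core consensus with at most 1 mismatch lay within 100 bp of the summit at 5 of the 21 sites.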

Our IF analysis on pre-extracted nuclei together with the chromatin preparation and WB analysis establish an overall increase in chromatin occupancy of the cohesin subunits SMC1 and SMC3, but do not reveal where these accumulate in the genome. 

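SMC1, a core subunit of the cohesin ring, was mapped by ChIP-seq in RPE1 hTERT c-Myc-ER cells, immortalised cells of the retinal pigment epithelium in which 4OH-T moves a c-Myc-ER fusion protein into the nucleus. Cells were kept for 48 h with 4OH-T (100 nM; c-Myc) or without it (untreated), with 2 SMC1 IP libraries and 2 input libraries per condition. The authors trimmed single-end reads, aligned them to hg19 with BWA, filtered them and called narrow peaks with MACS2 in each SMC1 library on its own. The values used here are these 4 peak lists. MACS2 listed 70504 peaks in untreated replicate 1, 52890 in untreated replicate 2, 62299 in c-Myc replicate 1 and 71050 in c-Myc replicate 2, with a median width of 351 to 380 bp per library. Together they covered 31.5, 21.9, 26.6 and 32.8 Mb in the same order. Peaks were merged across the 4 lists where they shared at least 1 bp or touched, and a condition was taken to hold a merged site when both of its replicates had a peak in it, the rule given by the authors' command. The fold enrichment and p of a peak are the authors' values and served only to describe, rank or filter peaks within their own list.

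The peak lists hold no read counts. Depth was recovered from the fold enrichment and p that MACS2 derives from the coverage at a summit and in its background, which gave the coverage in reads for 93.9% to 99.9% of the peaks of a library. Background coverage of the SMC1 libraries was 2.86 and 2.69 reads in untreated replicates 1 and 2 and 2.585 and 3.21 reads in c-Myc replicates 1 and 2, so that c-Myc replicate 2 was 1.24 times as deep as the shallowest library. With fragments of 200 bp, the shortest peak, and an assumed mappable genome of 2700000000 bp, this comes to 38.6, 36.3, 34.9 and 43.4 SMC1 reads in units of 1000000, in the same order. The study's Reporting Summary gives 20 reads per sample in this unit. The median peak had 29 to 35 reads at its summit.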

To investigate if this c-Myc-dependent increase in chromatin-bound cohesin accumulates at specific sites, we established genome-wide binding of the cohesin component SMC1 by ChIP-seq in cells with activated c-Myc or control (Fig. 2c–e). We performed these experiments at 48 h after c-Myc activation, when we observe consistent levels of RS (Supplementary Fig. 1k). These experiments show that cohesin accumulates at 50,493 sites in c-Myc cells compared to 43,906 in control (Fig. 2d, see set size). 

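SMC1 occupied 50493 merged sites in c-Myc cells and 43906 in untreated cells, a ratio of 1.15. At genes, only sites that at least 1 condition held are counted here and below, called held sites, in the gene or within 5000 bp of it; merged sites that neither held are left out. Of the genes of cohesin subunits, both conditions held all 3 held sites of STAG1, 4 of 5 of SMC3, 3 of 7 of STAG2 and the only held site of RAD21. The other held site of SMC3, the other 4 of STAG2 and the only held site of SMC1A, the gene of SMC1, were c-Myc only, and 5 of these 6 also had a peak in 1 untreated library. At the 15 genes of cohesin and its regulators 24.2% of the held sites were c-Myc only, against 23.0% in random lists (permutation test, p = 0.945). The number of peaks per library was 66674.5 ± 6188 (SD, n = 2) in c-Myc cells and 61697 ± 12455 (SD, n = 2) in untreated cells. The ratio of these means was 1.08, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.667; 2 libraries against 2 cannot give a p below 0.33). Untreated replicate 2 had the fewest peaks of the 4 libraries. Without it, when a peak in untreated replicate 1 alone was enough, there were 67941 sites in untreated and 50601 in c-Myc cells; without untreated replicate 1 there were 50558 and 50783. Without c-Myc replicate 1 or 2, c-Myc cells had 69274 or 60209 sites.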

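The 4 peak lists merged into 91762 sites, which fell into common sites (38103, held by both conditions), c-Myc only sites (12390), untreated only sites (5803) and 35466 sites that neither condition held in both replicates. Common sites made up 75.5% of the sites in c-Myc cells and 86.8% of those in untreated cells. A c-Myc only site was often not free of peaks in untreated cells: 8739 (70.5%) had a peak in 1 untreated library, 7322 of them in untreated replicate 1, and 3651 (29.5%) had none. Of the untreated only sites, 4144 (71.4%) had a peak in 1 c-Myc library and 1659 had none. There were 2.14 c-Myc only sites for each untreated only site.

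**Figure D1:**
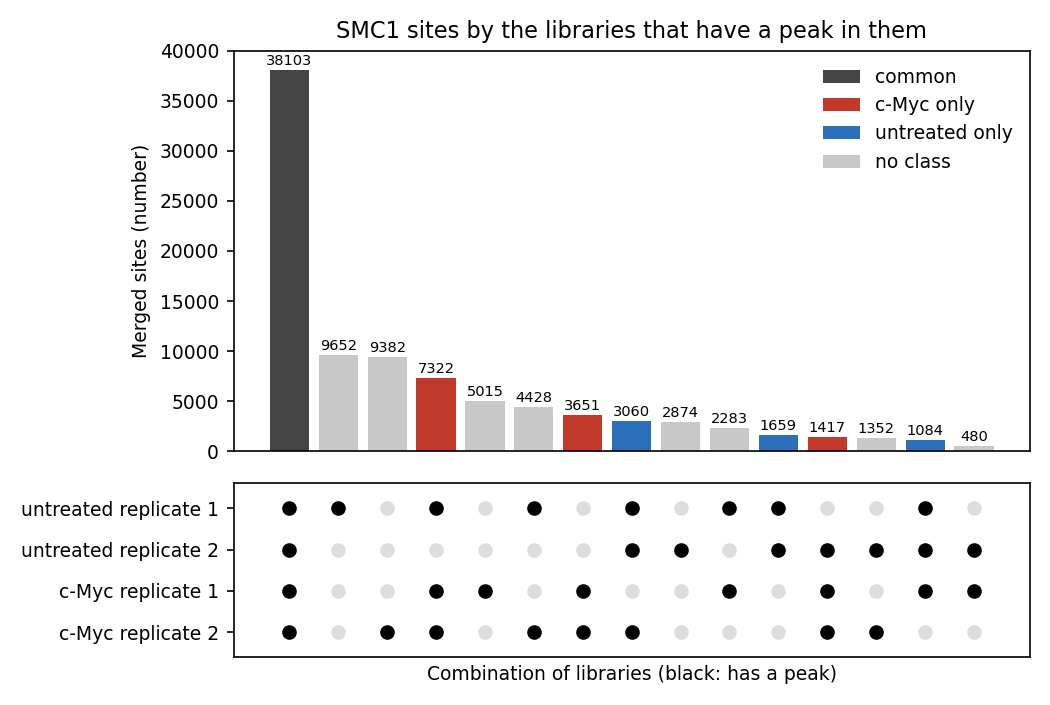
Number of merged SMC1 sites (vertical axis) for each combination of libraries with a peak, shown as black points below each bar. Bar colours give the class of the site; the tallest bar is the 38103 common sites, and 3651 sites had a peak in both c-Myc libraries alone.

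Each gene list fixed in advance had condition-only sites, and shares at genes are of the sites that at least 1 condition held. At the 28 genes of the replication stress response, 26 of which had a held site, 20 of 55 held sites were c-Myc only. Among them were both further held sites of CDKN1A, the gene of the checkpoint inhibitor p21, besides its 2 common ones. They also included 3 of the 5 held sites of TP53BP1, which encodes a DNA damage response protein. This share of 36.4% compares with 21.8% in random lists of genes with as many held sites (permutation test, p = 0.0152, adjusted p = 0.162). At the 20 genes of common fragile sites, 52 of 169 held sites were c-Myc only (30.8% against 23.0%, permutation p = 0.0356, adjusted p = 0.237), with 14 of the 28 held sites of DAB1, a very long gene. At AP-1 subunits and targets, 14 of 64 held sites were untreated only (21.9% against 10.6%, permutation p = 0.0162, adjusted p = 0.162). None of the 20 tests over 10 lists passed an adjusted p of 0.05. Of the other lists, cohesin and its regulators had 23 common, 8 c-Myc only and 2 untreated only sites, MYC target genes 41, 15 and 6, and genes of clusters with CTCF boundaries 31, 8 and 2.
Leaving out a library moved the number of condition-only sites. The rule sets the direction, since the condition left with 1 library gains sites. Without untreated replicate 2, c-Myc replicate 1 or c-Myc replicate 2 the c-Myc only sites number 5104, 28017 or 20805, and without untreated replicate 1, untreated replicate 2 or c-Myc replicate 1 the untreated only sites number 10902, 22444 or 2766; the condition left with 1 library then needs a peak in that library alone. With lists of equal length, made of the strongest peaks of each library, 8248 sites were c-Myc only and 6448 untreated only.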

Most peaks (38,103) are common to control and c-Myc-activated cells, with 12,390 unique to c-Myc and 5803 only present in control (Fig. 2d). Motif analysis of the common peaks shows enrichment of CTCF consensus, which is in line with previously reported cohesin accumulation at CTCF sites^25^. 

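A CTCF motif lay at the summit of 42.8% ± 0.124 (SD, n = 4 libraries) of the common sites, against 1.65% of windows 2000 bp to either side of the same summits, a ratio of 25.9. The libraries of a class hold the same sites, so this SD and those of the shares below cover only where the summits were placed. The motif was scored as the core consensus CCASYAGRKGGC (S is C or G, Y is C or T, R is A or G, K is G or T) on either strand with at most 1 mismatch, within 100 bp of the summit. The 5 common sites with the strongest peaks all had it. They lay in an intron of COL1A1, which encodes a chain of type I collagen (chromosome 17, 48277198 to 48279113), near SOST (chromosome 17, 41837125 to 41838245), in an intron of LINC02551 (chromosome 11, 130731103 to 130732563), in an intron of PAK6 (chromosome 15, 40566609 to 40567345) and near CEBPE (chromosome 14, 23589880 to 23590939). The sites at SOST, PAK6 and CEBPE matched the consensus exactly. At SOST the fold enrichment was 59.3 and 39.4 in untreated replicates 1 and 2 and 58.6 and 58.3 in c-Myc replicates 1 and 2.
When the sites of a library were put in 5 bins of equal size by fold enrichment, the share with a CTCF motif was higher in each bin than in the weaker one before it, from 6.29% in the weakest to 67.6% in the strongest bin of untreated replicate 1 and from 10.0% to 71.6% in untreated replicate 2. It went from 8.19% to 69.3% in c-Myc replicate 1 and from 7.61% to 68.3% in c-Myc replicate 2. Common sites made up 99.3% or more of the strongest bin in each library. In Fisher's exact tests of summit against flanking windows, p for common sites was too small to be told from 0 in each library. An AP-1 motif (TGASTCA) was at the summit of 11.6% ± 0.22 (SD, n = 4) of the common sites and in 3.26% of the flanking windows.

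**Figure D2:**
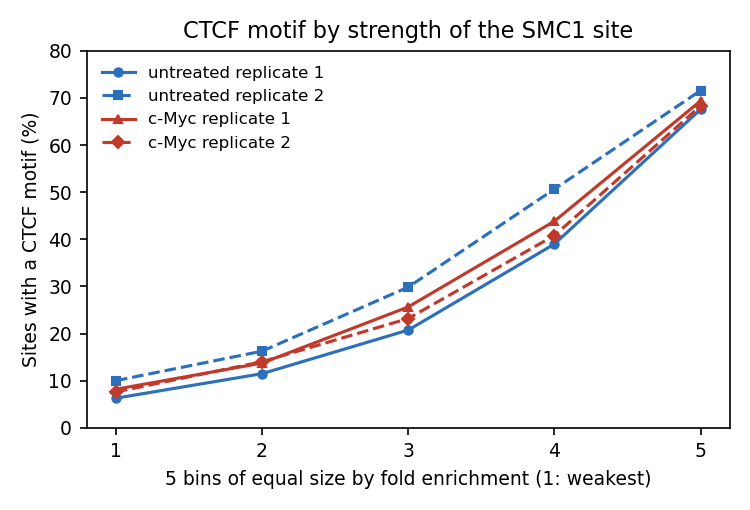
Percent of SMC1 sites with a CTCF motif (vertical axis) in 5 bins of a library's sites, ordered by fold enrichment from the weakest (1) to the strongest (5). Lines are the 4 libraries; all of them lie between 6.29% and 10.0% in the weakest and between 67.6% and 71.6% in the strongest bin.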

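At sites that only c-Myc cells held in both replicates, a CTCF motif was at the summit of 16.5% ± 0.0628 (SD, n = 2 libraries), against 1.27% of flanking windows, a ratio of 13.0. It was 16.4% in c-Myc replicate 1 and 16.5% in c-Myc replicate 2, whereas 42.7% or more of the common sites had the motif in each library. Common sites are stronger, and this comparison did not allow for strength. The median c-Myc only site fell in bin 2 of the 5 bins by fold enrichment. There a CTCF motif was at 13.7% and an AP-1 motif at 17.4% of all sites in c-Myc replicate 1. In c-Myc replicate 2 these shares were 14.0% and 17.7%. At the c-Myc only summits an AP-1 motif was present at 17.5% ± 0.394 (SD, n = 2), against 3.45% of the flanking windows. An E-box (CACGTG), the sequence that MYC and MAX bind, was present at 3.64% ± 0.0571 (SD, n = 2), against 2.12% of flanking windows (Fisher's exact test, p = 5.99e-16 in the library with the larger p). Common sites had it at 3.25%, and c-Myc only sites differed from them in c-Myc replicate 1 (Fisher's exact test, adjusted p = 0.0304) but not in c-Myc replicate 2 (Fisher's exact test, adjusted p = 0.324). The c-Myc only sites with no untreated peak differed from common sites in neither library (Fisher's exact test, adjusted p = 0.160 and 0.327). Summits are richer in G and C than flanking windows, 50.5% against 43.6% at c-Myc only sites of c-Myc replicate 1, which was not allowed for.

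**Figure D3:**
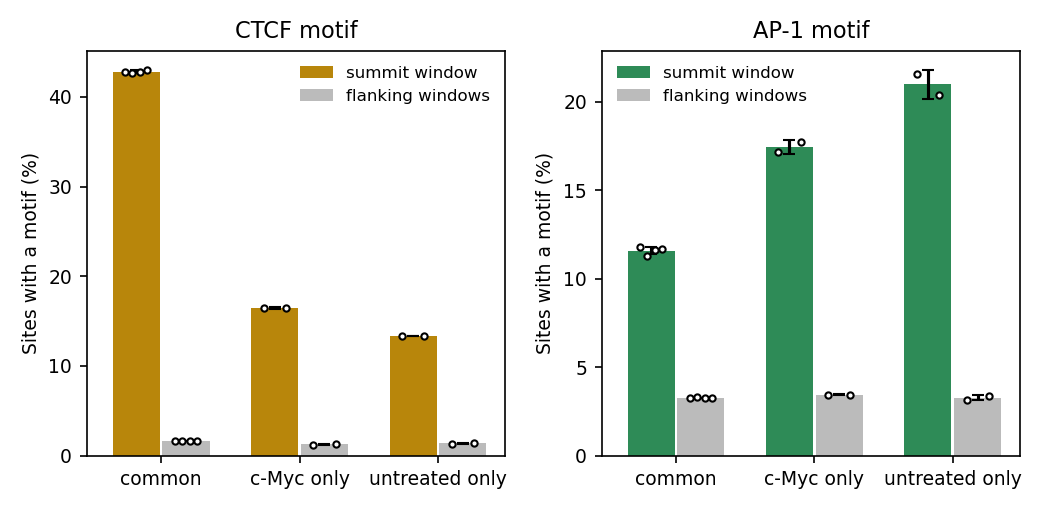
Percent of SMC1 sites with a CTCF motif (left) or an AP-1 motif (right) within 100 bp of the summit, by class of site, and of flanking windows in grey. Bars are means, error bars the SD and points the libraries that hold the class. The CTCF motif is at 42.8% of common and 16.5% of c-Myc only sites. Common sites are stronger, and strength is not allowed for.

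The 10 c-Myc only sites with the strongest peaks and no untreated peak lay in introns of NTNG1, MAL2, CELF4, PRMT2, LINC00907 and PDE10A and between genes, nearest to ZNF385D, ACTL7B, CACNA2D1 and SUCLG1. A CTCF motif was present at 3 of them and an AP-1 motif at 0. The 3 were 111297826 to 111298275 on chromosome 9, nearest to ACTL7B but 318817 bp from it, 107819611 to 107819977 on chromosome 1 in NTNG1, which encodes an axon guidance protein, and 166298364 to 166298710 on chromosome 6 in PDE10A, which encodes a cyclic nucleotide phosphodiesterase. Fold enrichment in c-Myc replicates 1 and 2 was 9.54 and 11.8 at the first, 8.54 and 12.8 at the second and 7.43 and 11.2 at the last of these. The strongest of the 10, 22492281 to 22492958 on chromosome 3 and 77808 bp from ZNF385D, had fold enrichments of 12.5 and 11.7 and no CTCF motif.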

The c-Myc-specific peaks, not detected in control samples, are also enriched for CTCF motif. This suggests that the increased chromatin-bound cohesins, detected in chromatin preps from c-Myc cells, are likely to accumulate at CTCF sites. 

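Among the 3651 c-Myc only sites without a peak in either untreated library, a CTCF motif was at 15.3% ± 0.232 (SD, n = 2 libraries) of the summits and an AP-1 motif at 14.9% ± 0.349 (SD, n = 2), which is 11.7 and 4.66 times the share of flanking windows. For CTCF the larger of the 2 p values from Fisher's exact test was 7.34e-178. CTCF motifs were less frequent at c-Myc only sites in promoters (5.95% ± 0.037, SD, n = 2) than in introns (17.6% ± 0.0113) or between genes (19.8% ± 0.177). The c-Myc only sites were among the weaker ones of their libraries. Their median fold enrichment stood at percentile 32.0 of the list of c-Myc replicate 1 and 35.0 of c-Myc replicate 2, where common sites stood at 66.8 and 71.5. No test is given, since a common site needs a peak in all 4 lists, which by itself favours strong sites. With the consensus matched exactly, 3.48% and 3.43% of the c-Myc only sites in c-Myc replicates 1 and 2 had a CTCF motif, and with up to 2 mismatches 38.8% and 39.3%. From the CTCF motif in peaks found in c-Myc cells only, the paper proposes that the cohesin gained on chromatin in these cells gathers at CTCF sites.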

To further evaluate this, we carried out quantitative ChIP-seq of SMC1 pulldowns spiked with Drosophila chromatin in each sample, as described in ref. ^32^, to allow for signal normalisation across all samples. Quantitative SMC1 binding was performed in c-Myc and control cells in both siCTCF and sicontrol treated cells to establish CTCF dependence. These data show that relative SMC1 binding (c-Myc/control) at all sites is higher in c-Myc cells compared to control cells and that this is CTCF-dependent (Fig. 2e, f). These data indicate that c-Myc increases cohesins at pre-existing sites, which, as previously shown, is predominantly CTCF-dependent. The increased cohesin binding at CTCF sites upon c-Myc activation was confirmed by ChIP quantitative PCR (Supplementary Fig. 3c).

Together, these data suggest that the c-Myc-induced accumulation of cohesins on chromatin takes place mainly at pre-existing CTCF sites.

### Preventing cohesin accumulation on chromatin reduces c-Myc-induced replication stress

Next, we wanted to investigate if the increased presence of cohesins on chromatin is required for c-Myc-induced RS. We tested this by reducing the levels of cohesins on DNA by reducing the levels of the cohesin component Rad21. We used a non-efficient siRNA to ensure that there is a reduction of Rad21, rather than a complete loss, to prevent cell cycle defects during the first S-phase (Supplementary Fig. 3d). Analysis of SMC1 binding to chromatin confirms that Rad21 knockdown reduces the levels of chromatin-bound cohesins both in untreated and in c-Myc cells (Fig. 3a, b). Importantly, the levels of SMC1 on chromatin in Rad21-depleted c-Myc cells are similar to the untreated control, allowing us to test if the increased chromatin binding of cohesins is at the basis of c-Myc-induced RS. Reducing the levels of cohesins on chromatin in cells experiencing oncogenic c-Myc increases DNA fibre length in the first S-phase in both synchronous and asynchronous cell populations (Fig. 3c, d and Supplementary Fig. 3e, f), indicative of a reduced level of RS. Rad21 depletion did not affect the expression level of well-established MYC target genes (Supplementary Fig. 3i). These data support the idea that the increase of cohesins on DNA is required for c-Myc-induced RS.

**Fig. 3:**
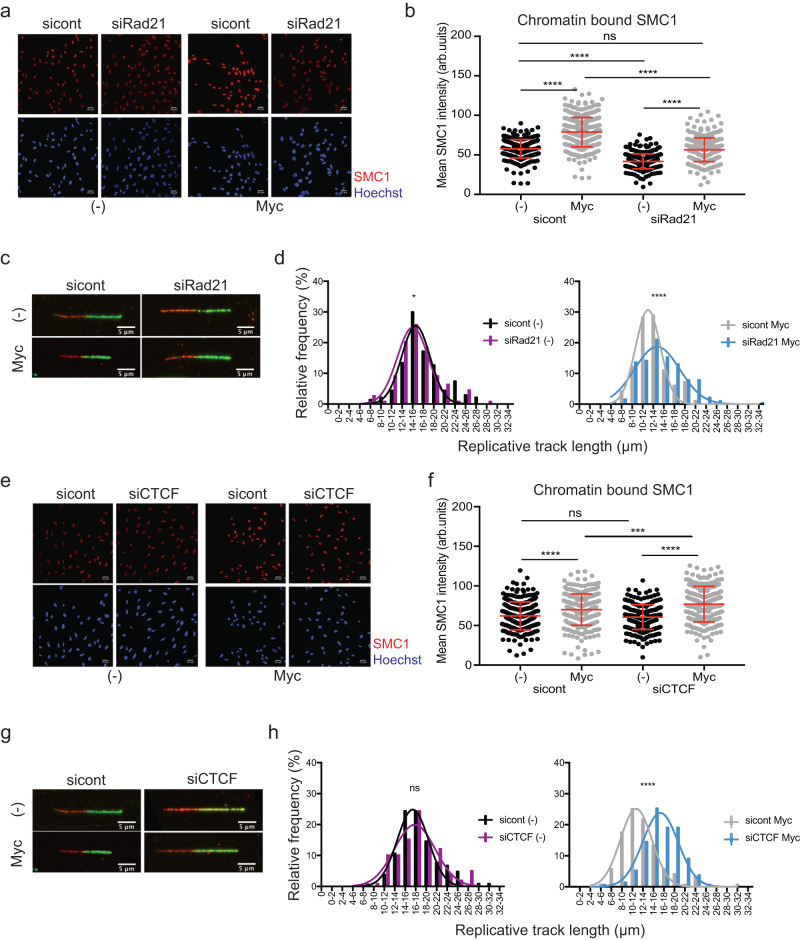
Reducing the levels of cohesin on chromatin at CTCF sites prevents c-Myc-induced replication stress. **a** Immunofluorescence showing chromatin-bound SMC1 in synchronised sicontrol and siRad21 depleted cells at 20 h after release, with and without c-Myc activation. **b** Graphs representing the intensity of SMC1 signal in immunofluorescence. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. **c** Immunofluorescence of representative fibres in synchronised sicontrol and siRad21 depleted cells at 20 h after release from G1. **d** Histograms reporting the distribution of fibre length in synchronised sicontrol and siRad21 depleted cells. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. **e** Immunofluorescence showing chromatin-bound SMC1 in synchronised sicontrol and siCTCF-depleted cells at 20 h after release, with and without c-Myc activation. **f** Graphs representing the intensity of SMC1 signal in the immunofluorescence. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. **g** Immunofluorescence of representative fibres in synchronised sicontrol and siCTCF-depleted cells at 20 h after release from G1. **h** Histograms reporting the distribution of fibre length in synchronised sicontrol and siCTCF-depleted cells. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. Source data are provided as a Source data file.

### Accumulation of cohesins at CTCF sites is required for c-Myc-induced replication stress

Next, we tested if a c-Myc-dependent increase in chromatin-bound cohesins is sufficient to cause replication stress or whether it requires accumulation at CTCF sites. Strikingly, depleting CTCF (Supplementary Fig. 3j) completely rescued RS induced by c-Myc, without reducing the global amount of cohesins on DNA or affecting the cell cycle profiles (Fig. 3e–h and Supplementary Fig. 3k, l). These data indicate that, whilst an increase in chromatin-bound cohesins is required, c-Myc-induced RS depends on CTCF. We analysed the RS and DNA damage response activation in these cells, following Rad21 and CTCF depletion. c-Myc activation increases DNA damage signalling, upon Rad21 and CTCF depletion we observed a significant decrease in both CHK1 phosphorylation and γH2AX levels compared to control silencing, suggesting that in both cases RS-induced DNA damage was reduced (Supplementary Fig. 3m, n). Together these data indicate that c-Myc leads to an increased accumulating of cohesins at specific sites in a CTCF-dependent manner, thus causing a slowdown of replication forks to generate RS.

### c-Myc activation increases the cohesin loader MAU2 protein levels

To investigate how c-Myc could increase cohesin chromatin occupancy, we tested if its activation affects the expression levels of cohesin subunits and regulators. SMC1, SMC3 and Rad21 protein levels did not change significantly upon c-Myc activation (Supplementary Fig. 4a). Interestingly, protein levels of the cohesin loader MAU2 increased upon c-Myc activation in both synchronised (Fig. 4a) and asynchronous cells (Fig. 4b and Supplementary Fig. 4b), which corresponds to an increase in mRNA levels (Supplementary Fig. 4c, d). In vertebrates, cohesin loading requires NIPBL and MAU2^33,34^. While NIPBL is the proper cohesin loader, MAU2 stabilises the protein levels of NIPBL^35,25.36^, therefore we analysed NIPBL levels in c-Myc-activated cells. Both MAU2 and NIPBL protein levels increase upon c-Myc activation (Supplementary Fig. 4b), while NIPBL mRNA does not change significantly (Supplementary Fig. 4d), suggesting that a c-Myc-dependent increase in MAU2 expression could stabilise NIPBL protein levels.

**Fig. 4:**
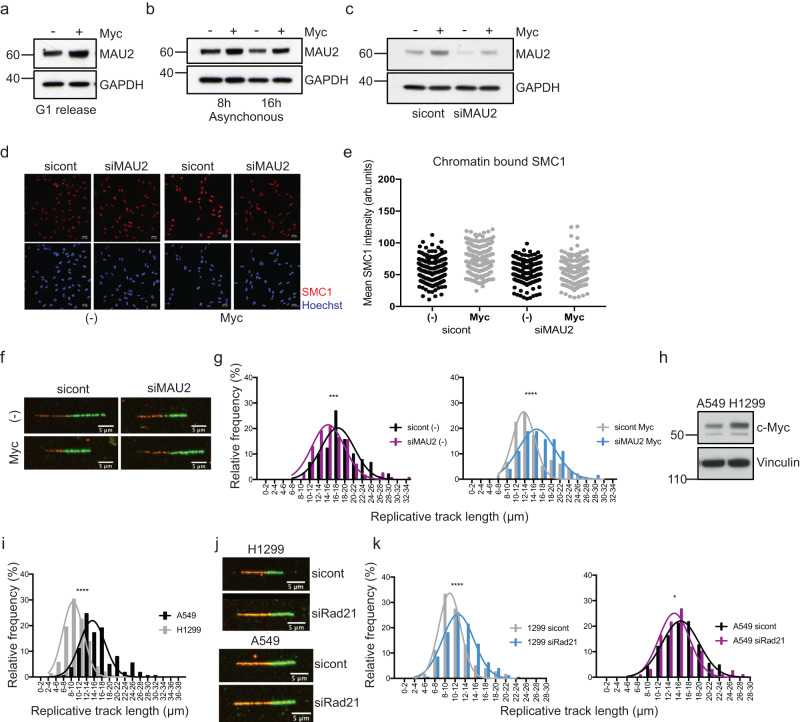
Reducing the levels of cohesin loader MAU2 prevents c-Myc-induced replication stress. **a** Western blot showing total levels of the cohesin loader Mau2 in synchronised cells at 20 h after release, with and without c-Myc activation. Representative of *n* = 3 experiments. GAPDH is a loading control. **b** Western blot showing total levels of the cohesin loader MAU2 in asynchronous population with and without c-Myc activation for the indicated timepoints. Representative of *n* = 2 experiments. GAPDH is a loading control. **c** Western blot showing MAU2 knockdown in synchronised cells at 20 h after release, with and without c-Myc activation. Representative of *n* = 3 experiments. GAPDH is a loading control. **d** Immunofluorescence showing chromatin-bound SMC1 in synchronised sicontrol and siMAU2-depleted cells at 20 h after release, with and without c-Myc activation. **e** Graphs representing the intensity of SMC1 signal in the immunofluorescence. *P* value ****<0.0001, ***=0.0001 calculated with Mann–Whitney test. Representative of *n* = 2 experiments. **f** Immunofluorescence of representative fibres in synchronised sicontrol and siMau2-depleted cells at 20 h after release from G1. **g** Histograms reporting the distribution of fibre length in synchronised sicontrol and siMau2-depleted cells. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. **h** Western blot showing total levels of c-Myc in A549 and H1299 cells. Representative of *n* = 3 experiments. GAPDH is a loading control. **i** Histograms reporting the distribution of fibre length in A549 and H1299 cells. *P* value ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. **j** Immunofluorescence of representative fibres in A549 and H1299 cells after Rad21 depletion. **k** Histograms reporting the distribution of fibre length in A549 and H1299 cells after Rad21 depletion. *P* value*=0.0356, ****<0.0001 calculated with Mann–Whitney test. Representative of *n* = 3 experiments. Source data are provided as a Source data file.

To establish if a c-Myc-induced increase in cohesin chromatin occupancy could depend on the upregulation of MAU2, we reduced MAU2 levels in c-Myc-activated cells to control levels using a non-efficient siRNA (Fig. 4c) and tested the presence of cohesins on chromatin and RS levels. Like for Rad21, reducing MAU2 accumulation prevents excess cohesin loading onto chromatin (Fig. 4d, e) and RS upon c-Myc activation in both synchronised (Fig. 4f, g and Supplementary Fig. 4e) and asynchronous cells (Supplementary Figs. 4f and 3l, m). As for Rad21 knockdown experiments, cell cycle distribution is not affected by MAU2 depletion (Supplementary Fig. 4g). These data indicate that c-Myc-dependent increase in MAU2 levels could be at the basis of the increased loading of cohesins on chromatin, which causes RS during S-phase.

To investigate if a c-Myc-dependent increase in MAU2 levels could contribute to the generation of RS, we transiently expressed MAU2-GFP, or GFP as control, in RPE1 cells and analysed RPA phosphorylation, marker of RS, and γH2AX, marker of DNA damage, by quantitative immunofluorescence and Western blot (Supplementary Fig. 4h–m). Whilst both markers increase in IF in MAU2 transfected cells, an increase in phosphorylation of RPA is particularly pronounced in IF and total lysates. These data suggest that increased expression of MAU2 can cause some RS and RS-induced DNA damage. While this provides an initial indication of a potential mechanism by which c-Myc increases the chromatin occupancy of cohesins, this data is not exhaustive and needs further investigation, which will be the focus of future work.

### Depletion of the cohesins subunit Rad21 decreases replication stress in cancer cells overexpressing c-Myc

We finally tested whether this mechanism of c-Myc-induced RS could potentially contribute to RS in cancer cells (Fig. 4h–k). We selected lung cancer cell lines expressing different levels of c-Myc and measured the length of DNA fibres to evaluate the presence of RS. We observed reduced fibre length in the H1299 cell line compared to the A549 cells, which correlates with higher levels of c-Myc in H1299 cells (Fig. 4h, i). To establish if a reduction in cohesins can rescue RS levels we depleted Rad21 (Supplementary Fig. 4n) and measured DNA fibre length in both cell lines (Fig. 4j, k and Supplementary Fig. 4o). Rad21 depletion increased fibre length only in the H1299 cells, where c-Myc is highly expressed, but not in A549 cells. This supports a causative role for cohesins in casing RS in cells overexpressing c-Myc, which agrees with our findings. Interestingly, depletion of Rad21 in the A549 cells, which do not experience c-Myc-induced RS, partially reduces fibre length. This is in line with a protective role for cohesins in preventing RS, which agrees with reported work, supporting a double-edge involvement of cohesins in causing and tolerating RS.

## Discussion

Here, we investigate the mechanisms by which oncogenic MYC induces replication stress. Our data show that a c-Myc-induced increase in cohesins on the DNA contributes to the induction of RS. This is different from previously reported mechanisms of oncogene-induced RS, which are linked to deregulation of replication origin usage and/or transcription-replication conflicts. Firstly, we show that activation of c-Myc increases chromatin-bound cohesins levels before S-phase entry and that restoring the amount of cohesins bound to chromatin to control levels in cells experiencing oncogenic c-Myc prevents RS. Secondly, we show that c-Myc-dependent accumulation of cohesins on chromatin is not sufficient to cause RS, but also requires CTCF to facilitate the accumulation of cohesins at CTCF sites. Thirdly, the c-Myc-dependent induction of the cohesion loader MAU2 provides a potential mechanism through which c-Myc affects cohesin regulation. Finally, we show a causative role for cohesins in causing RS in cancer cells overexpressing c-Myc. Together our data support an important role for cohesins in causing oncogene-induced RS, in addition to their role in RS-induced DNA damage repair. Since MYC activation is a crucial event in many human cancers^37^, identifying the mechanisms through which this oncogene promotes RS provides critical insights into cancer biology.

Our findings are surprising in light of previous work that indicates an important role for cohesins in preventing RS and DNA damage^12,13^. Based on our data, we speculate that whilst the presence of chromatin-bound cohesins during S-phase is required to protect stalled forks and repair damaged DNA, in an oncogenic context excessive cohesin loading and its subsequent hyperaccumulation at CTCF-dependent sites can interfere with the progression of the replisome. This is in agreement with recently published work in mammalian cells which shows that increased presence of cohesins on DNA slows down fork progression^15^ and work in yeast, which shows that DNA damage accumulates in SMC-rich genomic regions during replication^38^.

Given that oncogene-induced replication stress is a crucial driver of genomic instability and one of the key events contributing to the onset of cancer, our work provides additional mechanistic insight into cancer biology and potentially therapy.

## Methods

### Cell culture and treatments

Cell lines used were immortalised hTERT human Retinal Pigment Epithelia 1 (ATCC CRL-4000) c-Myc-ER cells (previously described in ref. ^1^) and Retinal Pigment Epithelia 1 (ATCC CRL-4000) ER empty. Cells were cultured in phenol red-free DMEM/F12 media supplemented with 10% charcoal-treated foetal bovine serum, 1% penicillin/streptomycin (Gibco) and 3% sodium bicarbonate (Gibco). Cells were maintained in Puromycin (2 μg/ml). Cells were treated with 4-hydroxytamoxyfen (4OH-T) (100 nM), with HU overnight (2 mM) and for 4 h (0.2 mM), with Nocodazole for 8 h (200 ng/ml), with Palbociclib for 24 h (150 nM) and with DRB for 2 h (75 μM).

RPE1 hTERT (ATCC CRL-4000) cells were cultured in DMEM/F12 media supplemented with 10% foetal bovine serum, 1% penicillin/streptomycin (Gibco) and 3% sodium bicarbonate (Gibco).

A549 (ATCC CCL-185) cells were cultured with DMEM/F12 media supplemented with 10 % FBS and 1% penicillin/streptomycin (Gibco). H1299 (ATCC CRL-5803) cells were cultured in RPMI media supplemented with 10% FBS and 1% penicillin/streptomycin (Gibco).

### siRNA transfection

For siRNA transfection, Lipofectamine RNAiMAX (Invitrogen, 13778-075) was used following the manufacturer’s instructions. Experiments were carried out 20 h after retro-transfection for synchronised cells. Unsynchronised cells were split 24 h after transfection and then used for experiments 24 h later.

siRNA oligonucleotides with the following sequences were used: siRad21 (GACCAAGGUUCCAUAUUAU), siCTCF (GGAGCCUGCCUGCCGUAGAAAUUTT), siMAU2 (CCUCAGAACUUAACAUCUG). Non-targeting siRNA, referred as to sicont, (D-001206-13-05 siGENOME Non-Targeting siRNA pool) was purchased from Dharmacon.

### Plasmid transfection

For transient plasmid transfection, Lipofectamine 2000 (Invitrogen, 11668019) was used following the manufacturer’s instructions. The plasmids used were pEGFP N1 and Scc4-Flag-EGFP^2^.

### Immunofluorescence

When appropriate cells were pre-extracted with ice-cold 0.2% triton solution in PBS 1× for 1 min and fixed for 20 min in formaldehyde solution 4%. If the extraction protocol was not carried out, cells were permeabilised for 4 min in 0.2% triton solution in PBS 1× after fixation. Cells were blocked in blocking solution (1% BSA, 0.2% Tween in PBS) for 1 h at room temperature. The incubation with the primary antibodies anti-RPA2 (Millipore RPA34-20 1:500), anti-Phospho-Histone H2A.X (γH2AX) (Ser139) (Cell Signaling Technology g-H2AX 20E3 1:250), anti-SMC1 (Bethyl laboratories A300-055A 1:1000), anti-SMC3 (Bethyl laboratories A300-060A 1:2000), anti-Mcm7 (Santa Cruz Biotechnology sc-56324 1:150), anti-RPA32 Phospho S4/S8 (Bethyl laboratories A300-245A 1:500) and anti-GFP (Abcam AB1218 1:1000) was carried out overnight. The following day the coverslips were incubated with secondary antibodies (Alexa Fluor® 488 goat anti-mouse 1:2000 and Alexa Fluor® 647 goat anti-rabbit 1:2000) for 2 h at room temperature. The cells were stained with Hoechst (Invitrogen) solution 1:10,000 in PBS 1×. The coverslips were mounted on slides with mounting medium Fluoroshied (Sigma). Images were obtained with Leica SPE2 40x objective lens and processed with Fiji.

For the quantitative analysis, between 200 and 300 cells were analysed per sample.

### EdU incorporation

Cells on coverslips were incubated with EdU (final concentration 10 μM) for 30 min and fixed in 4% formaldehyde solution. Cells were permeabilised in 0.2% triton for 5 min and incubated with Click-it reaction cocktail (Click-it Alexa Fluor 647 C-10424 Invitrogen) for 30 min. Nuclei were stained with Hoechst (Invitrogen) solution 1:10,000. The coverslips were mounted on slides with mounting medium Fluoroshied (Sigma). Images were obtained with Leica SPE2 ×40 objective lens and processed with Fiji.

### EU incorporation

For detection of global RNA synthesis levels by 5-Ethynyl Uridine (EU) staining, 1 mm EU was added to cells for 1 h prior to collection. Cells were fixed in 4% formaldehyde. EU detection was performed using the Click-iT RNA Alexa Fluor 488 Imaging kit (ThermoFisher, C10329) following the manufacturer’s instructions. Coverslips were rinsed for 2 min in Click-iT reaction rinse buffer and stained in Hoechst solution (1:10,000, Invitrogen H3570) for 5 min at room temperature. Fluoroshield (Sigma, F6182) was used for mounting on slides. Once dry, coverslips were sealed with nail varnish. Leica SPE2 using 40x objective lens and processed with Fiji.

### Fibre analysis

Cells were labelled with 25 μM CIdU for 15 min at 37 °C and then with 250 μM CO2-equilibrated IdU (final concentration 250 μM) for 15 min at 37 °C. Fibre spreading and labelling were performed as in^3^. The fibres were stained with primary antibodies (Rat anti-BrdU Abcam ab6326 1:250, Mouse anti-BrdU BD Biosciences 347580 1:100) overnight and with secondary antibodies (Alexafluor 555 goat anti-rat 1:500, Alexafluor 488 goat anti-mouse1:500) for 1.5 h. Images were obtained with Leica SPE2 ×63 objective lens and processed with Fiji. 100–200 fibres were measured for each experiment.

Composite images were constructed to visualise red and green channels simultaneously. The ‘line’ tool in Fiji was used to measure length of DNA replicating fibres, which are characterised by the presence of consecutive red and green signals. The total amount of fibres (ongoing fibres, replication origins, replication terminations, stalled forks) and replication origins (characterised by a red track between two green tracks) were counted to quantify the percentage of origin firing.

### Chromatin preparation

RPE1 c-Myc ER cells were seeded in 10-cm dishes, and c-Myc expression was activated upon tamoxifen treatment. Cells were harvested after 16 h of c-Myc activation, and the chromatin was isolated with Chromatin Extraction Kit (ab117152, Abcam) according to the manufacturer’s protocol. The sonication was performed in a Diagenode Bioruptor® sonicator using the programme 10 min: 30 s on, 30 s off.

### Western blot

Cell extracts were prepared in RIPA buffer (Tris pH 7.5 20 mM, NaCl 150 mM, EDTA 1 mM, EGTA 1 mM, NP-40 1%, NaDoc 1%), phosphatase inhibitor cocktail 2 and 3 (Sigma P5726 and P0044) 1:1000, and protease inhibitor cocktail (Sigma P8340) 1:1000. Primary antibodies used anti-Phospho-Histone H2A.X (γH2AX) (Ser139) (Cell Signaling Technology g-H2AX 20E3 rabbit 1:250), anti-Scc4 (MAU2) (Abcam ab183033 1:500), anti-Idn3 (NIPBL) (Abcam ab106768 1:500), anti-SMC1 (Bethyl laboratories A300-055A rabbit 1:10,000), anti-SMC3 (Bethyl laboratories A300-060A rabbit 1:10,000), anti-Rad21 (Abcam ab992 1:2000), anti-Cyclin E (Santa Cruz Biotechnology HE12 sc-247 1:1000), anti-CTCF (Chip-grade AB70303 Abcam 1:5000), anti-RPA32 Phospho S4/S8 (Bethyl laboratories A300-245A 1:1000), anti-RPA2 (Millipore RPA34-20 1:1000), anti-c-Myc (Santa Cruz Biotechnology 9E10 sc-40 1:1000), anti-CHK1 (Cell Signalling Technology 2360 1:1000), anti-CHK1 Phospho S345 (Cell Signalling Technology 2341 1:250), anti-CHK2 (Cell Signalling Technology 2662 1:1000), anti-CHK2 Phospho Thr68 (Cell Signalling Technology 2661 1:1000), anti-p21 (Cell Signalling Technology 2947 1:1000), anti-MDM2 (Cell Signalling Technology 86934 1:1000). Secondary antibodies used were goat anti-mouse IgG HRP conjugate (Thermofisher Scientific PA1-74421 1:4000) and goat anti-rabbit IgG HRP conjugate (ThermoFisher Scientific 31460 1:4000). GAPDH (Genetex GT239 1:1000), Vinculin (Abcam AB129002 1:10000) and H3 (Cell Signalling Technology 9715 1:5000) were used as loading controls.

### Flow cytometry

For analysis of DNA content by propidium iodide (PI) staining, cells were collected by trypsinisation and fixed in 70% ethanol at −20 °C overnight. After centrifugation, the cell pellet was washed with PBS and resuspended in 100 mg/ml RNaseA and 50 mg/ml propidium iodide in PBS and incubated at 4 °C overnight.

For analysis using EdU/DAPI, cells were treated with EdU at the final concentration of 10 mM and incubated for 30 min at 37 °C with 5% CO_2_. Cells were washed with cold PBS, collected with trypsin, and fixed in 4% formaldehyde for 15 min at room temperature. Next, cells were washed in 1 mg/ml BSA in PBS and resuspended in saponin-based permeabilization for 15 min followed by EdU detection using Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Invitrogen, C-10424) following the manufacturer’s instructions. Cells were incubated in 0.5 mg/ml DAPI for at least 15 min at room temperature and then analysed.

For all flow cytometry analyses, samples were measured on a BD LSRII flow cytometer using DIVA software (BD) and analysed using FlowJo software.

### Survival assay

Cells were treated for 48 h with 4OH-T or left untreated. The same volume of cell suspension was re-plated in 5-cm dishes, and colonies were left to grow for one week. Cells were finally fixed and stained in 70% EtOH and 0.5% Methylene blue.

### ChIP-seq

Cells were cultured in 15-cm dishes for 48 h with or without the addition of 4OH-T. Cells were then washed with 1× PBS and crosslinked in 10 ml of 1% formaldehyde at RT for 10 min. Quenching was carried out by adding 1 ml of 1.25 M glycine for 10 min at RT. Cells were then scraped in PBS, spin down, resuspended in cold buffer A (100 mM Hepes pH8, 100 mM EDTA, 5 mM EGTA, 2.5% Triton) and rocked for 10 min at 4 °C. The same step was repeated using cold buffer B (100 mM Hepes pH 8, 2 M NaCl, 100 mM EDTA, 5 mM EGTA, 0.1% Triton). Cells were resuspended in cold ChIP buffer (25 mM tris/HCl pH8, 2 mM EDTA, 150 mM NaCl, 1% Triton, 0.1% SDS) plus protease inhibitor cock- tail (Sigma P8340) and sonicated at maximum output on a Bioruptor for 30 s on/30 s off for 30 min using Diagenode tubes. Sonication was checked on 1% agarose gel. After sonication, lysates where centrifuged for 15 min at maximum speed at 4 °C. Protein A solution was prepared by resuspending beads in ChIP buffer (about 50%) 1 μg/μl BSA and rocking at 4 °C for 15 min. The supernatant (soluble chromatin) was transferred in new tubes and pre-cleared adding blocked protein A solution and rocking for 2 h at 4 °C. Cleared soluble chromatin was centrifuged for 4 min at 4000 rpm at 4 °C. The supernatant was transferred in a new tube and quantified by Qubit (ThermoFisher) and 1% was saved as input.

The soluble chromatin was incubated overnight with 10 μg of anti-SMC1 (Bethyl laboratories A300-055A rabbit); for quantitative ChIP-seq (qChIP-seq), equal amount of chromatin (25 μg) were mixed with 20 ng of Spike-in Chromatin (from S2-Drosophila cell line, Active Motif #53083) and incubated overnight with 10 μg of anti-SMC1 together with 2 μg Spike-in Antibody (Active Motif #61686) The following day 20 μl protein A beads prepared as above, were added to chromatin, which was then rocked at 4 °C for 2 h. Beads were spin down for 2 min at 2000 rpm and washed with ChIP buffer, wash solution 1 (25 mM Tris/HCl pH8, 2 mM EDTA, 500 mM NaCl, 1% triton, 0.1% SDS), Wash solution 2 (250 mM LiCl, 1% NP-40, 1% NaDOC, 1 mM EDTA, 10 mM Tris/HCl pH 8) and twice with TE. TE was then removed and elution buffer (1% SDS, 100 mM NaHCO_3_) was added. All samples were incubated at 65 °C overnight to reverse cross-linking. The day after, samples were purified using QIAquick PCR purification kit (QIAGEN). The DNA was then diluted in ddH_2_O. QC was performed using Qubit (ThermoFisher) and either TapeStation (Agilent) or BioAnalyzer (Bio-Rad). The DNA samples were used to generate libraries using the KAPA HyperPrep kit (Roche) or the Ovation UltraLow V2 DNA-seq kit (Tecan) according to the manufacturer’s instructions. The Illumina-compatible libraries were pooled to 4 nM, and sequencing with the HiSeq 4000 with at least 75 bp reads.

### ChIP-seq data analysis

The nf-core/chipseq pipeline (version 1.0.0, https://www.ncbi.nlm.nih.gov/pubmed/32055031*;* 10.5281/zenodo.3240507) written in the Nextflow domain-specific language (version 0.32.0^4^) was used to perform the primary analysis of the samples in conjunction with Singularity (version 2.6.0^5^). The command used was “nextflow run nf-core/chipseq --design design.csv --genome hg19 --singleEnd --narrowPeak --min_reps_consensus 2 -profile crick -r 1.0.0”. To summarise, the pipeline performs adaptor trimming (Trim Galore!— https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), read alignment (BWA^6^) and filtering (SAMtools^7^; BEDTools^8^; BamTools^9^; picard-tools—https://github.com/pysam-developers/pysam*;* http://broadinstitute.github.io/picard), normalised coverage track generation (BEDTools^8^; bedGraphToBigWig^10^), peak calling (MACS^11^) and annotation relative to gene features (HOMER^12^), consensus peak set creation (BEDTools^8^), differential binding analysis (featureCounts^13^; R^14^; DESeq2^15^) and extensive QC and version reporting (MultiQC^16^; FastQC—https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; preseq^17^; deepTools^18^; phantompeakqualtools^19^). All data was processed relative to the human UCSC hg19 genome (UCSC^20^) downloaded from AWS-iGenomes (https://github.com/ewels/AWS-iGenomes). Gene annotation files in GTF format were originally downloaded from UCSC on July 17, 2015.

Peaks and bigWig coverage files were manually inspected in the Integrative Genomics Viewer (IGV) genome browser^21^. A selection of these regions (Fig. 3a) showing peaks in the c-Myc-activated samples compared to the control. Three peak sets were generated based on being common to both or exclusively present in either one of the c-Myc activated or control conditions (Fig. 3b). 

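At the untreated only sites, a CTCF motif was at the summit of 13.3% of sites in both untreated libraries, against 1.40% of flanking windows (Fisher's exact test, p = 6.26e-222 in the library with the larger p). An AP-1 motif was more frequent there, at 21.0% ± 0.816 (SD, n = 2 libraries) of the summits against 3.27% of flanking windows. AP-1 dimers of JUN, FOS and ATF proteins bind this sequence. In untreated replicates 1 and 2 the AP-1 share was higher than at common sites by 9.76 and 9.11 percentage points. The mean difference was 9.44 points, and it ran from 6.00 (without untreated replicate 1) to 12.1 points without each library in turn. At the 1659 untreated only sites with no peak in either c-Myc library, AP-1 motifs reached 24.7% ± 1.41 (SD, n = 2) and CTCF motifs 7.90% ± 0.0852. An E-box was at 3.19% ± 0.171 (SD, n = 2) of the untreated only summits and in 2.47% of flanking windows (Fisher's exact test, p = 0.0162 in the library with the larger p). This excess of 0.715 points did not pass the test at the sites with no c-Myc peak (0.678 points, Fisher's exact p = 0.371). Nor did it in windows of 50 bp (0.457 points, Fisher's exact p = 0.126). It passed in windows of 250 bp (1.41 points, Fisher's exact p = 0.00143) and with lists of equal length (0.876 points, Fisher's exact p = 0.00396). Without c-Myc replicate 1 or 2 the excess was 0.515 or 0.735 points and did not pass the test in either case. Without untreated replicate 1 or 2 it was 0.844 or 0.951 points. Of the 10 untreated only sites with the strongest peaks and no c-Myc peak, 3 had an AP-1 motif and 1 a CTCF motif. They lay in introns of WHRN, LRTM1, PAK1, ELAPOR1, PLXNA2 and the lncRNA gene ENSG00000223725, or nearest to ACTL8, WNT5B, ARHGEF4 and BTG1. The strongest, 117179688 to 117180181 on chromosome 9 in WHRN, had fold enrichments of 11.8 and 8.18 in untreated replicates 1 and 2.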

Motif discovery^12^ was performed on each of these groups and revealed that the CTCF motif was the top hit. 

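Most SMC1 sites lay in introns or between genes in each class. Among common sites 14.4% were in promoters, 6.73% in exons, 46.6% in introns and 32.3% between genes. The c-Myc only sites had more in introns (50.4%) and fewer in exons (5.13%) and between genes (29.0%), with adjusted p of 4.91e-13, 2.17e-10 and 5.21e-11 from Fisher's exact test across sites, which are not replicates. Promoters held 15.4% of the c-Myc only sites and 18.2% of the untreated only sites. Compared with common sites, the adjusted p was 0.0107 for the former and 1.15e-12 for the latter. Promoter sites included those at the cohesin genes SMC1A (chromosome X, 53448841 to 53449338, c-Myc only) and STAG2 (chromosome X, 123093179 to 123093849, c-Myc only), which both also had a peak in untreated replicate 1. A promoter was taken as 1000 bp upstream to 100 bp downstream of a transcription start, and a site was placed by its centre. Without a peak in the other condition, 13.6% of c-Myc only and 14.2% of untreated only sites were in promoters, below the share of common sites, so the promoter differences rest on sites with a peak in 1 library of the other condition. Without c-Myc replicate 1 the difference of untreated only from common sites was -0.186 percentage points, and that of c-Myc only from common sites (0.96 points) did not pass the test without untreated replicate 1, untreated replicate 2 or c-Myc replicate 2, at 0.419, 0.552 and 0.558 points.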

The distribution of the peaks in each of these groups relative to gene features is shown in Fig. 3c.

For qChIP-seq data spiked in with S2 chromatin, sequences were aligned to both human (hg19) *Drosophila melanogaster* (dm6) genome. Each sample was normalised by the total reads aligned to dm6 (see Active Motif protocol for Spike in Normalisation). Coverage files, average profiles and heatmap were created with Deeptools packages. Quantification of single peaks was calculated with Bamtools package.

### ChIP-qPCR

The ChIP protocol was performed as described in the ChIP-seq session, at the end the DNA was diluted and analysed by qPCR using Mesa Blue mastermix (Eurogentec). Primers were previously published in ref. ^22^. CTCF site Primer 1 left: GCAAGGCTCTACCGTCATTC, Primer 1 right: CCTTCTCTTCAGAAGCCGTG; Chr:12, 38,787,634-38,787,825. 

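In GRCh37, which has the sequence of hg19, the primer pair of CTCF site 1 matches once and without mismatch, on chromosome 12 from 40501367 to 40501558. This amplicon of 192 bp lies 1475 bp from SLC2A13, a gene of a sugar transporter. It holds an exact match to the CTCF core consensus, CCACCAGGGGGC, on the minus strand from 40501515 to 40501526. A common SMC1 site (40501275 to 40501919) covers it, with a peak in each of the 4 SMC1 libraries, untreated or c-Myc. The fold enrichment was 18.4 and 16.8 in untreated replicates 1 and 2 and 18.0 and 17.8 in c-Myc replicates 1 and 2. The length equals that of the printed coordinates, whose genome build the paper's text does not name.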

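The primer pair of CTCF site 2 matches GRCh37 once and without mismatch, on chromosome 6 from 132600891 to 132601115 (225 bp), 16078 bp from MOXD1. The closest sequence to the CTCF core consensus in it, CCACACGGTGGC, lies on the plus strand from 132601082 to 132601093 and has 2 mismatches. A common SMC1 site (132600622 to 132601323) covers the amplicon. Its fold enrichment was 14.7 and 12.2 in untreated replicates 1 and 2 and 17.4 and 30.7 in c-Myc replicates 1 and 2, at percentiles 92.8, 86.2, 94.0 and 98.6 of the lists.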

CTCF site Primer 2 (25 in ref. ^22^) left: CAGCTCTGTGTCCTGTCTTATCC; right: CAGCTATAATTGATGAAGAGGCG; Chr:6, 132,642,584–132,642,808. 

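For the non-CTCF site, 1 place in GRCh37 matches the primer pair when 1 mismatch in a primer is allowed, chromosome 11 from 2027257 to 2027418. These 162 bp lie 1474 bp from H19, an imprinted gene of a long non-coding RNA on the minus strand. The closest sequence to the CTCF core consensus within them has 3 mismatches. No merged SMC1 site of the 4 untreated and c-Myc libraries overlaps the amplicon, and the nearest is a common site 2813 bp away, from 2023109 to 2024443.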

Non-CTCF site primer (28 in ref. ^22^) left: GAGCTCTAAGGGAGGCTCCG. Right: CATCATGGTGTCCTCACAGG, Chr:11, 1,983,833–1,983,994.

### RT-qPCR

RNA was extracted using RNeasy plus mini kit Qiagen. Before column purification, cell pellets were vortexed for 30 s in RLT buffer + 1% β-mercaptoethanol. RT-qPCR was carried out using Mesa Blue mastermix (Eurogentec). All reactions were normalised to GAPDH as a control. Primer sequences are listed in Supplementary Data 1.

### Statistics

Statistical significance was analysed using Mann–Whitney test and the Student’s *t* test. When appropriate, S-phase cells were defined as the portion of cells where RPA2 > 40 a.u. (Fig. 1f, g), RPA2 > 50 a.u. (Fig. 2a and Supplementary Fig. 3a), RPA2 > 25 a.u. (Supplementary Fig. 1q, r) RPA2 > 18 a.u. (Supplementary Fig. 3b). Figure 1g and Supplementary Fig. 1r: statistical significance was measured using the Mann–Whitney test. Only S-phase cells were analysed, defined as cells where RPA2 > 40 a.u. in Fig. 1g and RPA2 > 25 a.u. in Supplementary 1r. Figures 2a and Supplementary Fig. 3a, 3b: statistical significance was measured using the Mann–Whitney test. Total cells, S-phase cells and G1 phase cells were analysed, as indicated in figure legends. S-phase cells are defined as cells where RPA2 > 50 a.u. or RPA2 > 18 a.u.; G1 phase cells are defined as cells where RPA2 < 50 a.u. or RPA2 < 18 a.u. At least 250 cells were analysed for each experiment. In Fig. 2a and Supplementary 3a, b, values for each experiment were normalised to the mean of that experiment and they were grouped together if the Gaussian distribution was comparable. Supplementary Fig. 2k: statistical significance was measured using the Mann–Whitney test. S-phase cells were defined as the portion of cells where EdU > 8 a.u.; G1 phase cells are defined as cells where EdU < 8 a.u. Supplementary Fig. 2l: statistical significance was measured using the Mann–Whitney test. At least 250 cells were analysed for each condition in each repeat. Figures 1d, 3d, 3h, 4g, 4k, Supplementary Figs. 1k, 1n, 2c, 2j, 2m, 3e, 3f, 3k, 4e, 4f, 4o: statistical significance was measured using the Mann–Whitney test. Figures 3b, 3f, 4e: statistical significance was measured using the Mann–Whitney test. Supplementary Fig. 1e, 1f, 1h, 3c, 3g, 3i, 3n, 4c, 4d, 4g: statistical significance was measured using the Student’s *t* test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the paper and its Supplementary Information. Any additional information required to reanalyse the data reported in this paper is available from the corresponding authors upon request. Sequencing data have been deposited in GEO under accession code GSE146766 (ChIP SMC1 in RPE1 hTERT c-Myc ER cells treated with 4-hydroxytamoxifen for 48 h or untreated) and GSE249375 (quantitative ChIP SMC1 in RPE1 hTERT c-Myc ER cells treated with 4-hydroxytamoxifen for 48 h or untreated). Source data are provided with this paper.

# Supplementary material for: Oncogenic c-Myc induces replication stress by increasing cohesins chromatin occupancy in a CTCF-dependent manner
**Source:** Nat Commun. 2024 Feb 21;15:1579. doi: 10.1038/s41467-024-45955-z
**Supplement:** Supplementary file 1 — Supplementary Information

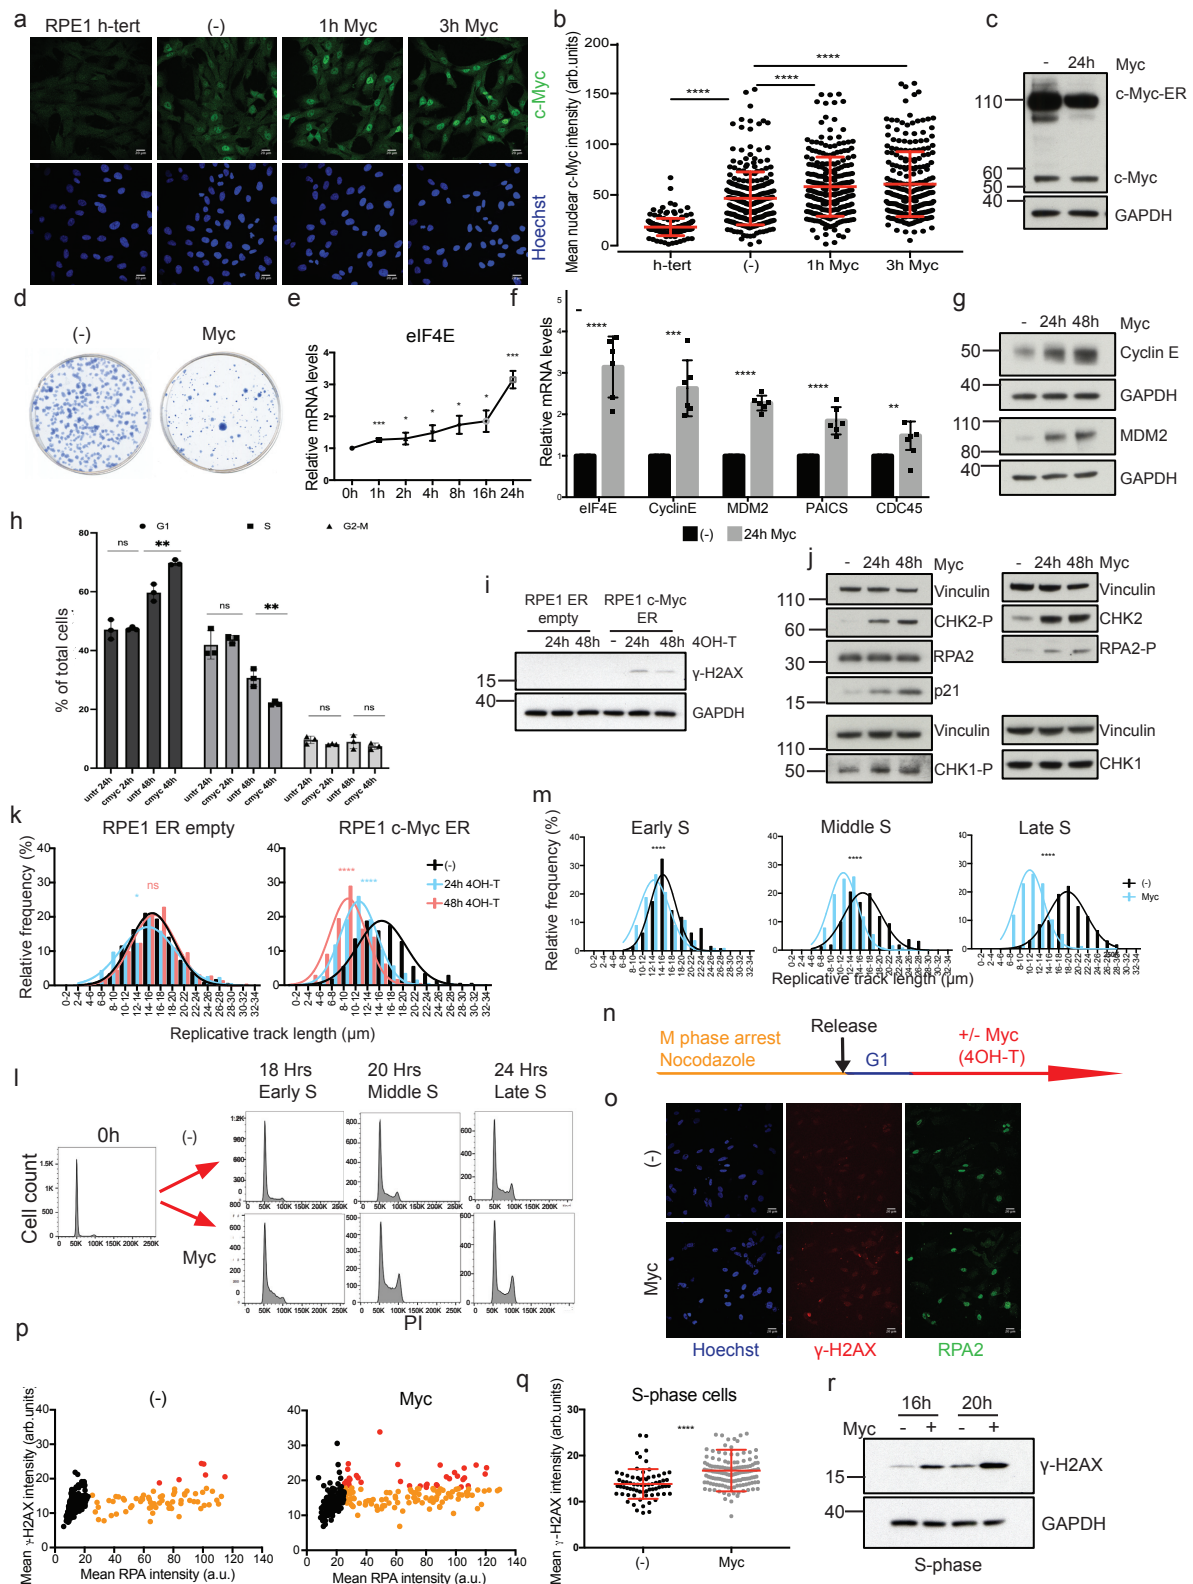

## Supplementary figure 1. c-Myc-induced replication stress and DNA damage require G1 phase of the cell cycle.

a) Immunofluorescence staining of c-Myc in RPE1 h-TERT and RPE1 c-Myc-ER cells after addition of 4OH-T for the indicated times.

- b) Graph showing c-Myc mean intensity in individual RPE1 h-TERT and RPE1 c-Myc ER cell nuclei after addition of 4OH-T for the indicated times, plotted in the scatter plot. p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. n=1 experiment. Mean with SD is shown. Source data are provided as a Source Data file
- c) Western blot of c-Myc in untreated cells and after 24 hr 4OH-T addition in RPE1 c-Myc ER cells. GAPDH is a loading control. Representative of n=3 experiments.
- d) Survival assay of untreated and c-Myc activated RPE1 c-Myc ER cells. Cells were treated with 48 hr with 4OH-T, plated in fresh media and colonies were left to grow for 7 days. Representative of n=4 experiments.
- e) Time course of the c-Myc target eIF4E mRNA levels at the indicated time-points after c-Myc activation. p-value\*\*\*=0.0009 and 0.0006, \*=0.02, 0.01, 0.01 calculated with two-sided Student's t-test. n=4 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- f) mRNA levels of different c-Myc targets at 24 hr of c-Myc activation. p-value\*\*\*\*<0.0001, \*\*\*=0.0002, \*\*=0.0062 calculated with Student's t-test. n=4 experiments. Source data are provided as a Source Data file
- g) Western blot of the indicated c-Myc targets at 24 and 48 hr of c-Myc activation. GAPDH is a loading control. Representative of n=3 experiments.
- h) Cell cycle distribution determined by EdU staining and flow cytometry analysis of c-Myc ER cells with and without 4OH-T addition at the indicated time points. p-value calculated with two-sided Student's t-test. n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- i) Western blot of  $\gamma$ H2AX at the indicated time-points upon 4OH-T addition in RPE1 c-Myc ER and RPE1 ER empty cell lines. GAPDH is a loading control. Representative of n=3 experiments.
- j) Western blot of the indicated proteins at 24 and 48 hr of c-Myc activation. Vinculin is a loading control. Representative of n=3 experiments.
- k) Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at the indicated times of c-Myc activation in RPE1 c-Myc ER and RPE1 ER empty cell lines; RPE1 c-Myc ER: p-value\*\*\*\*<0.0001 calculated with Mann-Whitney test. RPE1 ER empty: p-value\*=0.01 calculated with two-sided Mann-Whitney test. Pool of n=3 experiments. Source data are provided as a Source Data file
- l) Cell cycle profile at the indicated time-points after release from G1 with and without c-Myc activation. Early: between 16 and 18 hr; middle: between 20 and 22 hr; late: 24 hr.
- m) Repeat of Fig. 1d. Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at times after release from arrest; early=18 hr, middle=22 hr, late=24 hr; p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Repeat 2 of n=2 experiments. Source data are provided as a Source Data file
- n) Schematic of the synchronisation experiments for G1 release with nocodazole. RPE1 c-Myc ER cells were treated with nocodazole for 8 hr. After mitotic shake-off cells were plated in fresh media. After cells were released into G1, 4OH-T was added to induce c-Myc or left untreated as control.
- o) Representative images of RPA and  $\gamma$ H2AX immunofluorescence after 20h release from nocodazole arrest.
- p) Immunofluorescence staining of chromatin-bound RPA and  $\gamma$ H2AX after 20h release from nocodazole arrest. Scatter plot showing the intensity of RPA and  $\gamma$ H2AX signal in single nuclei. Black=RPA negative cells, orange=RPA positive cells, red=RPA positive cells with higher  $\gamma$ H2AX signal. n=1 experiment. Source data are provided as a Source Data file

q) Graph showing  $\gamma$ H2AX intensity in individual S phase cells after 20h release from nocodazole arrest plotted in the scatter plot. p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. n=1 experiment. Mean with SD is shown. Source data are provided as a Source Data file

r) Western blot of  $\gamma$ H2AX at the indicated time-points after release from nocodazole arrest, with and without c-Myc activation. GAPDH is a loading control. Representative of n=2 experiments.

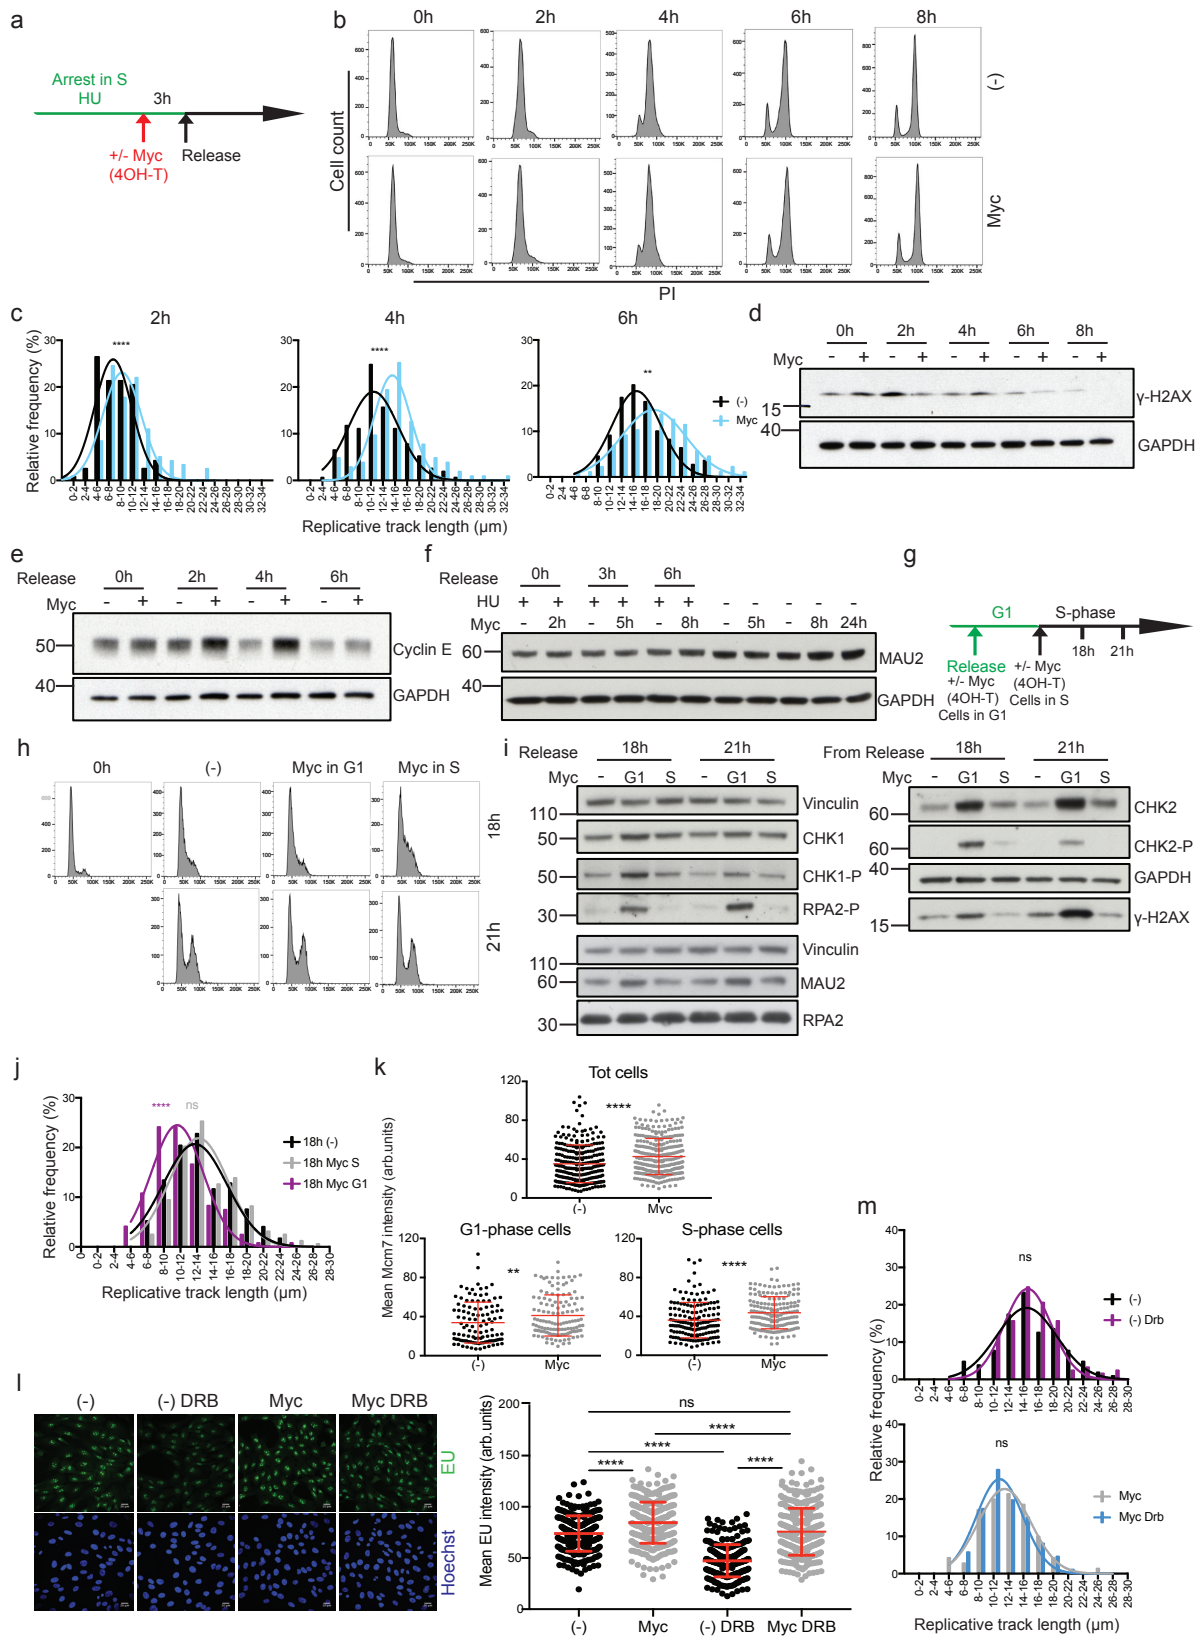

**Supplementary figure 2. Replication initiation and replication-transcription collisions are not involved in generating replication stress and DNA damage upon c-Myc activation.**

- a) Schematic of the synchronisation experiments for S release with HU. RPE1 c-Myc ER cells were arrested in HU overnight. 4-OHT was added 3 hr before release. Cells were then washed and released in S.
- b) Cell cycle profile at the indicated time-points after release from S with and without c-Myc activation.
- c) Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at the reported times after release from HU arrest; p-value\*\*\*\*<0.0001, \*\*=0.006 calculated with two-sided Mann-Whitney test. n=1 experiment. Source data are provided as a Source Data file
- d) Western blot of  $\gamma$ H2AX at the indicated time-points after release from HU-arrest, with and without c-Myc activation. GAPDH is a loading control. Representative of n=3 experiments.
- e) Western blot of Cyclin E at the indicated time-points after release from HU-arrest, with and without c-Myc activation. GAPDH is a loading control. Representative of n=3 experiments.
- f) Western blot of MAU2 at the indicated time-points after release from HU-arrest and in asynchronous cells, with and without c-Myc activation for the indicated time-points. GAPDH is a loading control. Representative of n=3 experiments.
- g) Schematic of the synchronisation experiments for G1 release with Palbociclib. RPE1 c-Myc ER cells were arrested in G1 for 24 hr. Cells were then released and 4OH-T was added immediately upon release or 14 hr later, when cells enter S-phase. Cells were then collected at 18 and 21 hr after release.
- h) Cell cycle profile at the indicated time-points after release from Palbociclib G1-arrest with and without c-Myc activation in G1 phase, for 18 hr or 21 hr immediately after release, or when cells are in S phase, for 4 hr or 7 hr respectively.
- i) Western blot of the indicated proteins after release from Palbociclib G1-arrest, with and without c-Myc activation when cells are in G1 phase, for 18 hr or 21 hr immediately after release, or when cells are in S phase, for 4 hr or 7 hr respectively. GAPDH and Vinculin are loading controls. Representative of n=3 experiments.
- j) Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at the reported times after release from Palbociclib G1-arrest in G1 phase, for 18 hr immediately after release, or when cells are in S phase, for 4 hr.; p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. n=1 experiment. Source data are provided as a Source Data file
- k) Graph showing chromatin-bound Mcm7 intensity in individual total, G1 and S phase pre-extracted nuclei after 18 hr from release from G1, plotted in the scatter plot. p-value\*\*\*\*<0.0001 calculated with the two-sided Mann-Whitney test. n=1 experiment. Mean with SD is shown. Source data are provided as a Source Data file
- l) Left: representative images of EU levels in control and c-Myc-induced cells with and without the addition of DRB for 2 hr. Right: graph showing EU intensity in individual cell nuclei plotted in the scatter plot at 20 hr after release from G1-arrest with and without the addition of DRB for 2 hr and c-Myc activation; p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Representative of n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- m) Histograms reporting the distribution of fibre length for control and c-Myc-induced cells at 20 hr after release from G1-arrest with and without the addition of DRB for 2 hr; p-value calculated with two-sided Mann-Whitney test. Representative of n=3 experiments. Source data are provided as a Source Data file

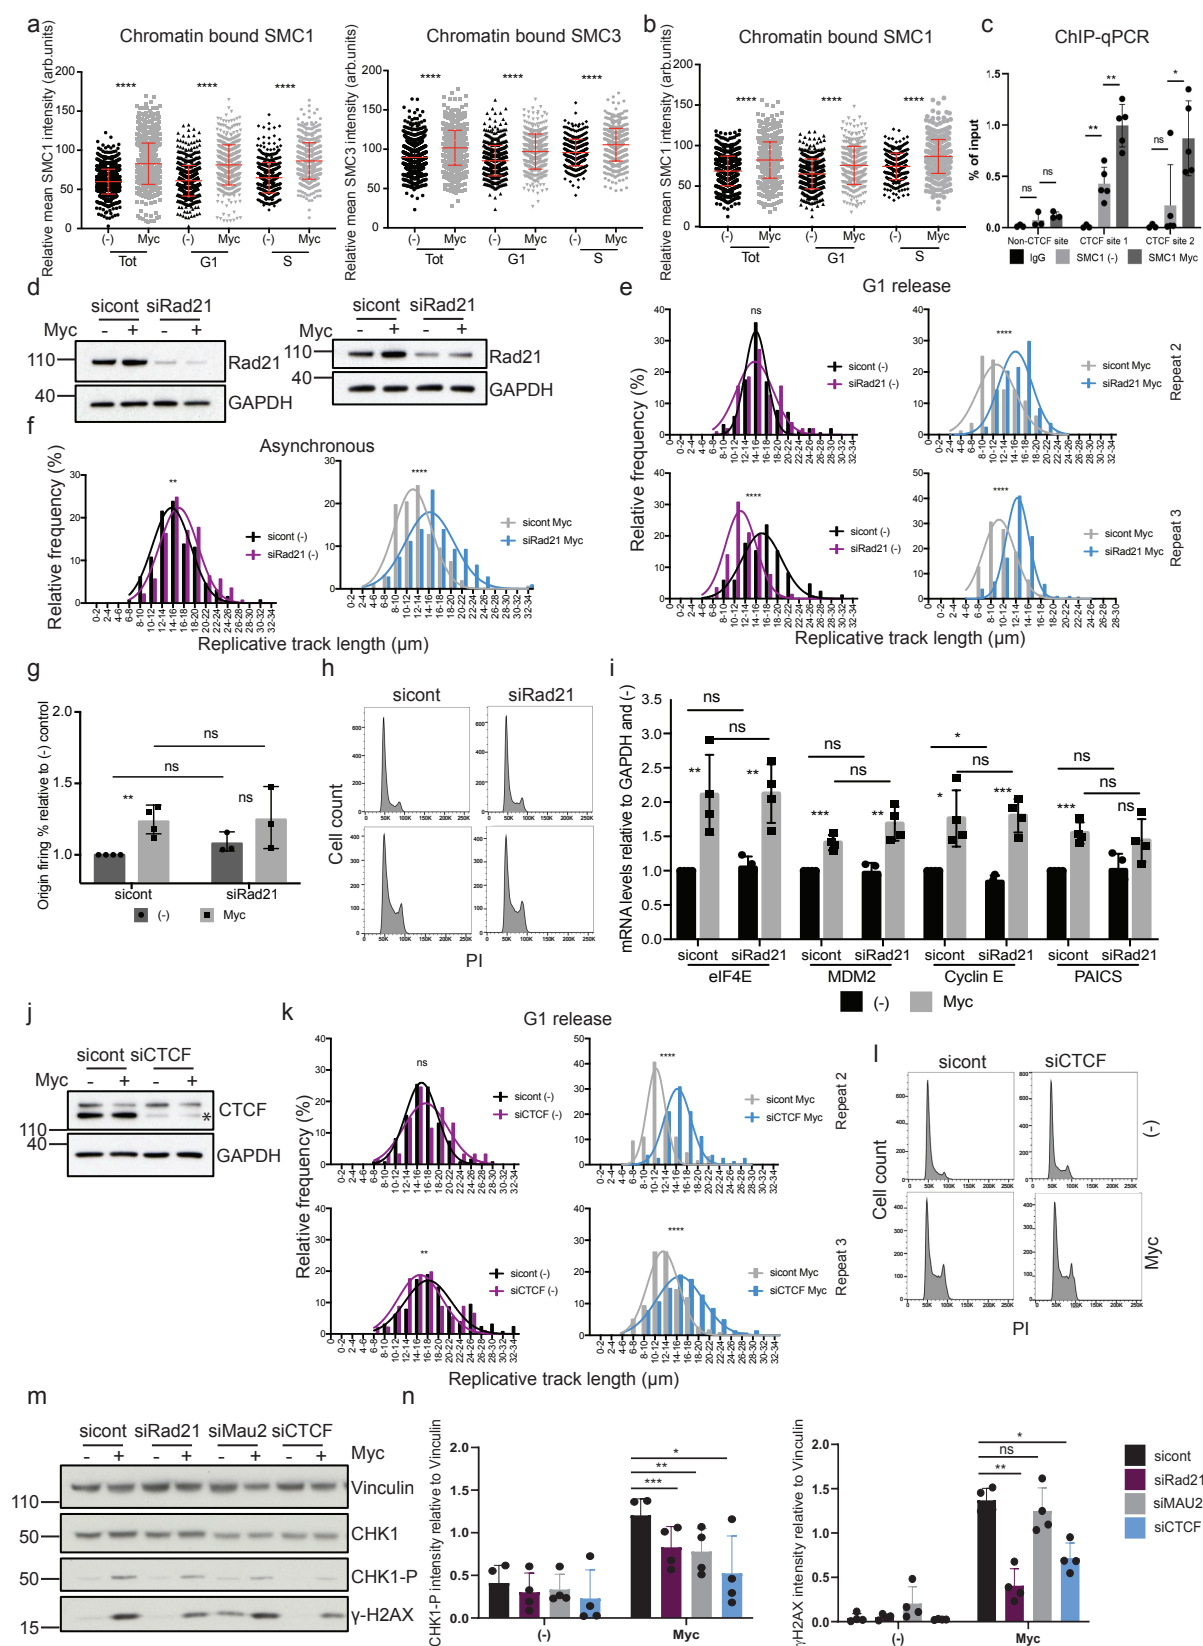

**Supplementary figure 3. Reducing the levels of cohesin on chromatin or at CTCF sites prevents c-Myc induced replication stress without affecting the extent of origin firing and the cell cycle profiles.**

- a) Synchronised cells were released into the cell cycle and immunofluorescence of chromatin-bound cohesin subunits SMC1 and SMC3 were performed at 14 hr after release. Graphs reporting the intensity of SMC1 and SMC3 chromatin signals in total, S phase and G1 phase single nuclei of untreated and c-Myc cells. p-value \*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Pool of n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- b) Graphs reporting the intensity of SMC1 chromatin signals in total, S phase and G1 phase single nuclei in asynchronous population at 16 hr of c-Myc activation and in untreated cells; p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Pool of n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- c) Graph representing the ChIP qPCR with the indicated antibodies, at two reported CTCF sites or a reported non-CTCF site as negative control. Mean and standard deviation of at least 3 biological repeats. p-value\*\*=0.0013, 0.0051 , \*=0.0266 calculated with two-sided Student's t-test. n=3 or 5 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- d) Western blot showing Rad21 knock down in synchronous (left) and asynchronous (right) cells. GAPDH is a loading control.
- e) Histograms reporting the distribution of fibre length in synchronised sicontrol and siRad21 depleted cells. p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Repeats 2 and 3, Repeat 1 is in fig. 3. Source data are provided as a Source Data file
- f) Histograms reporting the distribution of fibre length in asynchronous sicontrol and siRad21 depleted cells. p-value\*\*\*\*<0.0001 , \*\*=0.0026 calculated with two-sided Mann-Whitney test. Representative of n=3 experiments. Source data are provided as a Source Data file
- g) Percentages of origin firing at 20 hr after release from G1-arrest and Rad21 or sicontrol knock down, with and without c-Myc activation. p-value\*\*=0.0035 calculated with two-sided Student's t-test. n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- h) Cell cycle profile at 20 hr after release from G1 and Rad21 or sicontrol knock down, with and without c-Myc activation. Representative of n=3 experiments.
- i) mRNA levels of different c-Myc targets in control and Rad21 depleted cells at 24 hr of c-Myc activation. p-value calculated with two-sided Student's t-test. n=4 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- j) Western blot showing CTCF knock down in synchronous cells. GAPDH is a loading control.
- k) Histograms reporting the distribution of fibre length in synchronised sicontrol and siCTCF depleted cells. p-value\*\*\*\*<0.0001 , \*\*=0.0078 calculated with two-sided Mann-Whitney test. Repeats 2 and 3, repeat 1 is in fig. 3. Source data are provided as a Source Data file
- l) Cell cycle profile at 20 hr after release from G1 and CTCF or sicontrol knock down, with and without c-Myc activation. Representative of n=3 experiments.
- m) Western blot of the indicated proteins in control, Rad21, CTCF and MAU2 depleted cells upon 24 hr of c-Myc activation. Vinculin is a loading control. Representative of n=4 experiments.
- n) Western blot quantification of the indicated proteins in control, Rad21, CTCF and MAU2 depleted cells upon 24 hr of c-Myc activation relative to Vinculin. p-value calculated with two-sided Student's t-test. Left panel p-value\*\*\*=0.0008, p-value\*\*=0.0049, p-value\*=0.026. Right panel p-value\*\*=0.0082, p-value\*=0.019. n=4 experiments. Mean with SD is shown. Source data are provided as a Source Data file

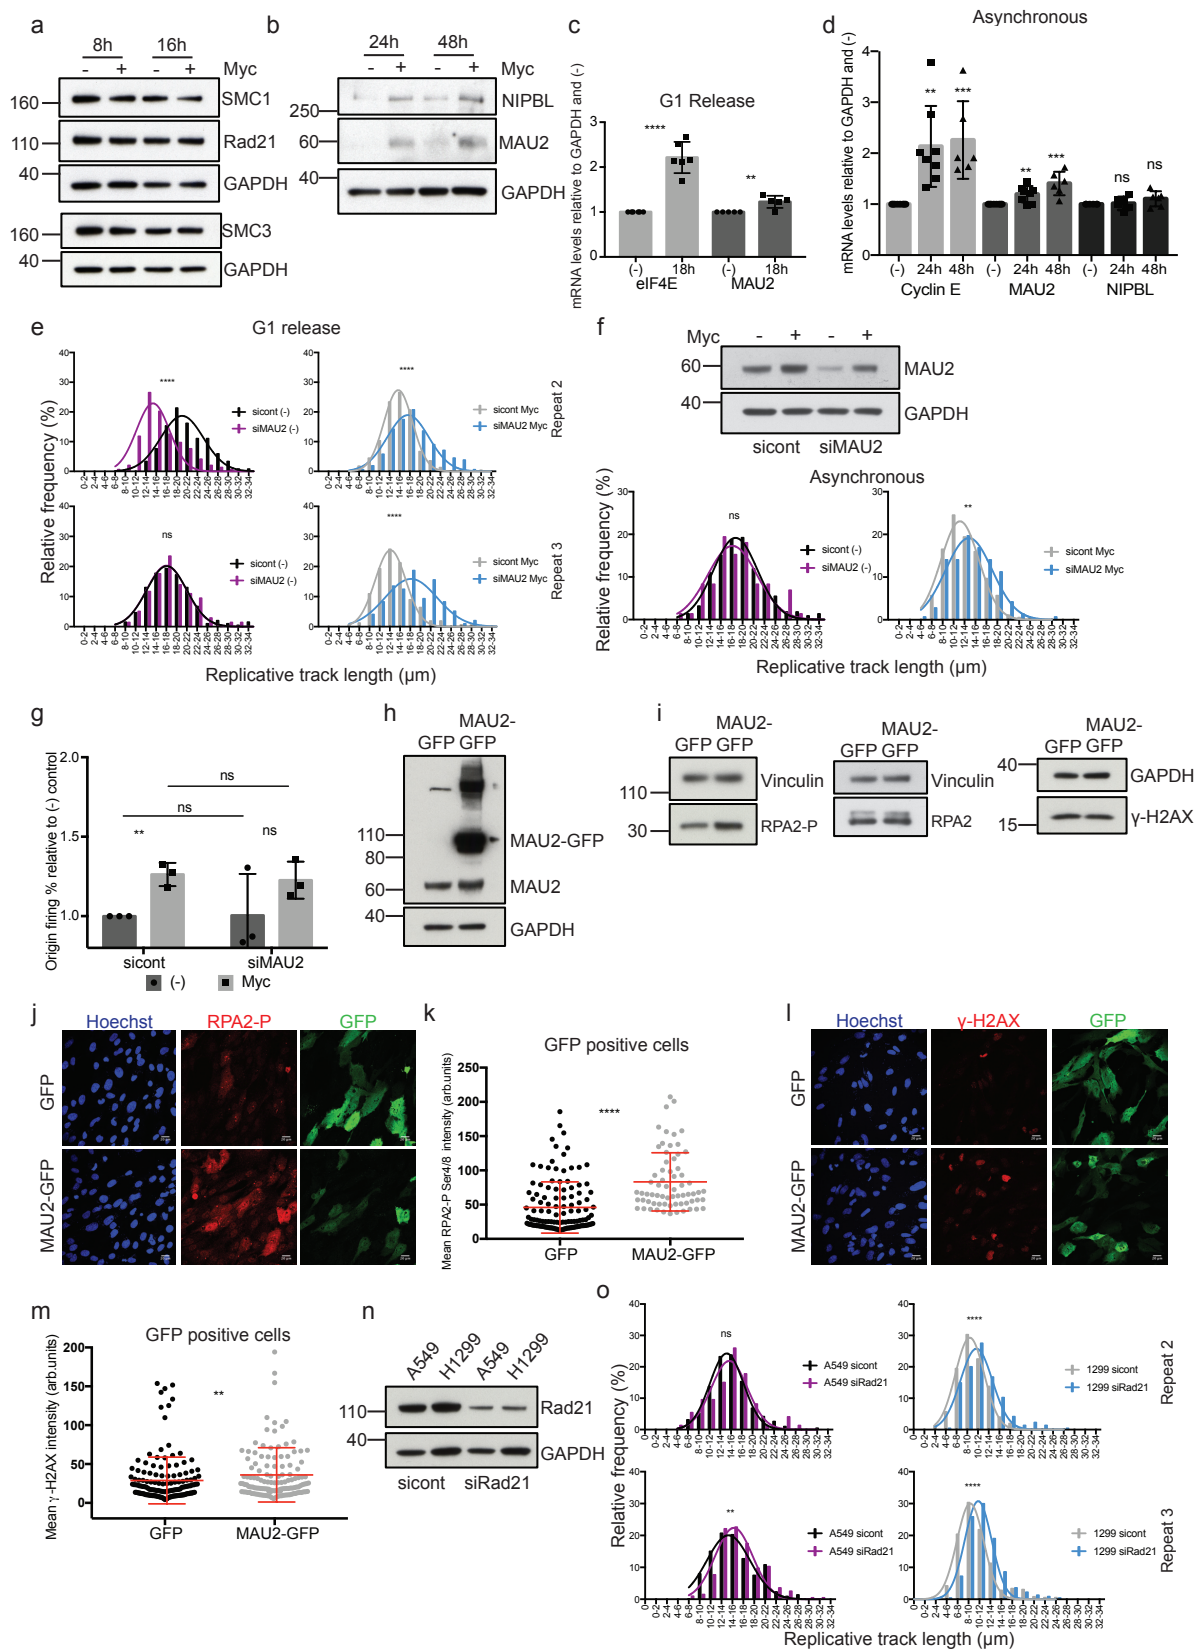

**Supplementary figure 4. Dysregulation of the cohesin loader MAU2 is required for c-Myc-induced replication stress.**

- a) Western blot showing total levels of cohesin subunits and regulators in asynchronous population with and without c-Myc activation for the indicated time-points. Representative experiment of n=2.
- b) Western blot showing total levels of the cohesin loaders MAU2 and NIPBL in asynchronous cells at 24 and 48 hr of c-Myc activation. Representative experiment of n=3.
- c) mRNA levels of MAU2 at 18 hr of c-Myc activation in synchronised cells. p-value\*\*\*\*<0.0001, \*\*=0.0056 calculated with two-sided Student's t-test. n=6 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- d) mRNA levels of MAU2 and NIPBL at the indicated time-points of c-Myc activation in asynchronous population. p-value\*\*\*= 0.0005, 0.0003, \*\*= 0.0012, 0.0042 calculated with two-sided Student's t-test. n=6 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- e) Histograms reporting the distribution of fibre length in synchronised sicontrol and siMAU2 depleted cells. p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Repeats 2 and 3, repeat 1 is in fig. 4. Source data are provided as a Source Data file
- f) Top: Western blot showing MAU2 knock-down in asynchronous population. GAPDH is a loading control. Bottom: histograms reporting the distribution of fibre length in asynchronous sicontrol and siMAU2 depleted cells. p-value\*\*=0.0057 calculated with two-sided Mann-Whitney test. n=1 experiment. Source data are provided as a Source Data file
- g) Percentages of origin firing at 20 hr after release from G1-arrest and MAU2 knock-down, with and without c-Myc activation. p-value\*\*=0.0034 calculated with two-sided Student's t-test. n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- h) Western blot showing total levels of MAU2 in RPE1 h-TERT cells after transient transfection with GFP and MAU2-GFP plasmids for 24 hr. Representative of n=4 experiments.
- i) Western blot showing total levels of the indicated proteins in RPE1 h-TERT cells after transient transfection with GFP and MAU2-GFP plasmids for 24 hr. Vinculin and GAPDH are loading controls. Representative of n=4 experiments.
- j) Representative images of GFP and RPA2 phospho S4/8 levels after transient transfection with GFP and MAU2-GFP plasmids for 24 hr.
- k) Graph showing RPA2 phospho S4/8 intensity in individual cell nuclei after transient transfection with GFP and MAU2-GFP plasmids for 24 hr plotted in the scatter plot. Only GFP positive cells are shown. p-value\*\*\*\*<0.0001 calculated with two-sided Mann-Whitney test. Representative of n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- l) Representative images of GFP and  $\gamma$ H2AX levels after transient transfection with GFP and MAU2-GFP plasmids for 24 hr.
- m) Graph showing  $\gamma$ H2AX intensity in individual cell nuclei after transient transfection with GFP and MAU2-GFP plasmids for 24 hr plotted in the scatter plot. Only GFP positive cells are shown. p-value\*\*=0.0074 calculated with two-sided Mann-Whitney test. Representative of n=3 experiments. Mean with SD is shown. Source data are provided as a Source Data file
- n) Western blot showing Rad21 knock down in A549 and H1299 cells. GAPDH is a loading control.
- o) Histograms reporting the distribution of fibre length in sicontrol and siRad21 depleted A549 and H1299 cells. p-value\*\*\*\*<0.0001, \*\*=0.0031 calculated with two-sided Mann-Whitney test. Repeats 2 and 3, repeat 1 is in fig 4. Source data are provided as a Source Data file

## METHODS REFERENCES

- 1 Bertoli, C., Herlihy, A. E., Pennycook, B. R., Kriston-Vizi, J. & de Bruin, R. A. M. Sustained E2F-Dependent Transcription Is a Key Mechanism to Prevent Replication-Stress-Induced DNA Damage. *Cell Rep* **15**, 1412-1422, doi:10.1016/j.celrep.2016.04.036 (2016).
- 2 Watrin, E. *et al.* Human Scc4 is required for cohesin binding to chromatin, sister-chromatid cohesion, and mitotic progression. *Curr Biol* **16**, 863-874, doi:10.1016/j.cub.2006.03.049 (2006).
- 3 Petermann, E., Woodcock, M. & Helleday, T. Chk1 promotes replication fork progression by controlling replication initiation. *Proc Natl Acad Sci U S A* **107**, 16090-16095, doi:10.1073/pnas.1005031107 (2010).
- 4 Di Tommaso, P. *et al.* Nextflow enables reproducible computational workflows. *Nat Biotechnol* **35**, 316-319, doi:10.1038/nbt.3820 (2017).
- 5 Kurtzer, G. M., Sochat, V. & Bauer, M. W. Singularity: Scientific containers for mobility of compute. *PLoS One* **12**, e0177459, doi:10.1371/journal.pone.0177459 (2017).
- 6 Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* **25**, 1754-1760, doi:10.1093/bioinformatics/btp324 (2009).
- 7 Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079, doi:10.1093/bioinformatics/btp352 (2009).
- 8 Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842, doi:10.1093/bioinformatics/btq033 (2010).
- 9 Barnett, D. W., Garrison, E. K., Quinlan, A. R., Stromberg, M. P. & Marth, G. T. BamTools: a C++ API and toolkit for analyzing and managing BAM files. *Bioinformatics* **27**, 1691-1692, doi:10.1093/bioinformatics/btr174 (2011).
- 10 Kent, W. J., Zweig, A. S., Barber, G., Hinrichs, A. S. & Karolchik, D. BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics* **26**, 2204-2207, doi:10.1093/bioinformatics/btq351 (2010).
- 11 Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137, doi:10.1186/gb-2008-9-9-r137 (2008).
- 12 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).
- 13 Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930, doi:10.1093/bioinformatics/btt656 (2014).
- 14 team, R. c. R: A language and environment for statistical computing. *R Foundation for Statistical Computing* (2017).
- 15 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).
- 16 Ewels, P., Magnusson, M., Lundin, S. & Kaller, M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* **32**, 3047-3048, doi:10.1093/bioinformatics/btw354 (2016).
- 17 Daley, T. & Smith, A. D. Predicting the molecular complexity of sequencing libraries. *Nat Methods* **10**, 325-327, doi:10.1038/nmeth.2375 (2013).

- 18 Ramirez, F. *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* **44**, W160-165, doi:10.1093/nar/gkw257 (2016).
- 19 Landt, S. G. *et al.* ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. *Genome Res* **22**, 1813-1831, doi:10.1101/gr.136184.111 (2012).
- 20 Karolchik, D. *et al.* The UCSC Table Browser data retrieval tool. *Nucleic Acids Res* **32**, D493-496, doi:10.1093/nar/gkh103 (2004).
- 21 Robinson, J. T. *et al.* Integrative genomics viewer. *Nat Biotechnol* **29**, 24-26, doi:10.1038/nbt.1754 (2011).
- 22 Wendt, K. S. *et al.* Cohesin mediates transcriptional insulation by CCCTC-binding factor. *Nature* **451**, 796-801, doi:10.1038/nature06634 (2008).

# Supplementary material for: Oncogenic c-Myc induces replication stress by increasing cohesins chromatin occupancy in a CTCF-dependent manner
**Source:** Nat Commun. 2024 Feb 21;15:1579. doi: 10.1038/s41467-024-45955-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Primer sequences for RTqPCR

# Supplementary material for: Oncogenic c-Myc induces replication stress by increasing cohesins chromatin occupancy in a CTCF-dependent manner
**Source:** Nat Commun. 2024 Feb 21;15:1579. doi: 10.1038/s41467-024-45955-z
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data have been deposited in GEO under accession code GSE146766

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

For DNA fibre analysis sample size was determined using published results Techer et al 2013. Other sample sizes were based on previously reported data

### Data exclusions

Flow cytometry data was excluded based on the gating strategy described. Otherwise there were no data exclusions

### Replication

Fig 1d,f,g, 2c,d, e, f 4b, e n=2 experimental repeats, Fig 1h, 2a, b, 3b, d, f, h, 4a, c, g, h, i, k n=3 experimental repeats. Sup fig 1c, g, h, i, j, k, 2d, e, f, i, l, m, 3a, b, c, e, f, g, h, k, l, 4b, e, g, k, m, o n=3 experimental repeats, Sup fig 1m, r, 4a n=2. Sup fig 1d, e, f, 3i, m, n, 4h, i n=4. Suppl fig 1b, p, q, 2c, j, k, 4f n=1. Sup fig 4d n=6.

### Randomization

Describe how samples/organisms/participants were allocated into experimental groups. If allocation was not random, describe how covariates were controlled OR if this is not relevant to your study, explain why.

### Blinding

Describe whether the investigators were blinded to group allocation during data collection and/or analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Plants

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication.

GEO accession code GSE146766 and GSE249375

Files in database submission

fastq, bigWig, narrowPeak.

Genome browser session  
(e.g. [UCSC](#))

No longer applicable

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

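SMC1 ChIP-seq was done in RPE1 hTERT c-Myc-ER cells kept for 48 h without (untreated) or with 100 nM 4OH-T (c-Myc), with 2 SMC1 IP libraries and 2 input libraries per condition. The deposited peak lists of the 4 SMC1 libraries were used. The authors' pipeline (nf-core/chipseq) trimmed single-end reads, aligned them to hg19 with BWA, filtered them with SAMtools, BamTools, picard and BEDTools (version 2.27.1) and called narrow peaks with MACS2, whose version the paper's text does not name, in each library on its own. As deposited by the authors, each peak has a start, an end and a summit in hg19, and 4 values that MACS2 computed from the filtered reads. The fold enrichment was made by the authors with MACS2 as the ratio of the coverage at the summit to the local background estimated from the control. The -log10 p and -log10 q were made by the authors with MACS2 from the same coverages, with q adjusted over the library, and peaks at a q of up to 0.05 are listed. The score was made by the authors with MACS2 as 10 times -log10 q without decimals, and was not used here. The quantitative ChIP-seq with spiked-in chromatin, the ChIP-qPCR and the other assays of the study were not analysed here.

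Peaks of the 4 lists were merged where they overlapped by at least 1 bp or touched. A condition held a merged site when both of its 2 replicates had a peak in it, as set by the command in the paper's methods. Sites were common, c-Myc only or untreated only, and sites with no peak in either library of the other condition were counted besides. The replicate numbers do not name a shared day or batch, so the libraries were not paired. Peaks per library were compared by an exact permutation test. The strength of a site was the percentile of its fold enrichment within its own list. A comparison between classes by permutation within each list had been set beforehand and is not used, since the rule that makes the classes depends on strength. Motifs were searched on both strands in windows of 100 bp to each side of the summit and in windows shifted by 2000 bp to either side: the CTCF core consensus CCASYAGRKGGC with at most 1 mismatch, the AP-1 consensus TGASTCA and the E-box CACGTG without mismatch. Shares were compared by Fisher's exact test within each library, with Benjamini-Hochberg adjustment over 48 tests against flanking windows and, apart from these, over 24 tests against common sites. The genome was GRCh37, of the same sequence as hg19 on the chromosomes used, with GENCODE release 44 mapped to it. Site classes at 10 gene lists were compared with 10000 random lists of genes matched on their number of sites, over sites in a gene or within 5000 bp that at least 1 condition held; sites that neither held are left out of these counts and shares. Of the listed genes, PECAM1 is not in this annotation. Gene features and chromosomes were compared by Fisher's exact test across sites, and distances to the nearest common site by permutation. Sites and peaks are not replicates, and these tests describe the libraries at hand.

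Read depth was recovered from the fold enrichment and p of each peak, since MACS2 derives both from the coverage at the summit and in the background. The number of reads was recovered for 100% of the peaks in 3 simulated libraries. The site classes were tested on 3000 simulated sites, and all 3 rules of overlap gave every class exactly. In the real lists the rules differed, with 38103 common sites as reported and 36561 with summits within 250 bp. In the motif search, 100% of 1042 planted CTCF matches were found. Depth per library is given where the experiment is introduced. The error given with each share is the SD between libraries, which share the sites of a class, so it covers the placement of summits and not the choice of sites. For the difference between classes weighted to the same strength, sites were drawn with replacement 2000 times.

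Before the data were examined, the lists of genes, the tests, the settings and most alternatives were written down: stricter peak thresholds, lists of equal length, a peak in either replicate, 2 other rules of overlap, other windows, mismatches, promoters and distances, and each library left out in turn. Lists matched in background depth, the interval from drawing sites with replacement and the 4 pairs of a c-Myc with an untreated library were added afterwards. The sites named were the 10 c-Myc only and 10 untreated only sites with no peak in the other condition and the highest mean percentile of -log10 p, the 5 common sites with the highest mean percentile in all 4 lists, the region of Fig. 2c, the ChIP-qPCR amplicons and all listed genes, of which the text names the members that make up most of a difference, chosen after their values were seen. Primers were searched in the genome with at most 1 mismatch each. Sequence of chromosome 8 and the sites of some listed genes are not reported here. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.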

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

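Of the tests below, the comparison of condition-only site numbers with other divisions of the libraries was chosen after the site counts were seen. So was the scaling to the lowest background depth. The shares of sites with a motif had been seen when the motif tests were written, but not the weighted or regrouped values. For the strength of sites, the median percentiles of the sites without a peak in the other condition had been seen.

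Sites that neither condition held in both replicates are not discussed in the paper, and they stood out because motifs were above the flanking windows there: a CTCF motif was at 10.3% ± 2.95 (SD, n = 4 libraries) of their summits against 1.50%, and an AP-1 motif at 16.0% ± 2.61 (SD, n = 4) against 3.27%. The paper also does not report AP-1 motifs at c-Myc only sites, where they were at 17.5% ± 0.394 (SD, n = 2) of the summits against 3.45% of flanking windows.

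c-Myc cells had 12390 sites of their own and untreated cells 5803, a ratio of 2.14. Unequal sequencing depth remains open: after scaling every library to the lowest background depth the ratio was 2.18, but the scaling removed only 1330 and 37 peaks of untreated replicates 1 and 2 and 39 and 328 of c-Myc replicates 1 and 2, too few to decide. Unequal list length remains open too, since the ratio was 1.28 with lists of equal length, between the bounds of 1.2 and 1.5, and list length cannot be told apart from a gain of sites with c-Myc, which would itself lengthen the lists. With 4 libraries there are 3 divisions into pairs, too few for a share under 0.05; the difference of 6587 sites was reached by 2 divisions, the real one included, and the highest other was 11829, for c-Myc replicate 2 with untreated replicate 1 against the remaining pair. An effect of c-Myc on the number of sites stays open as the biological explanation. Without untreated replicate 2 the ratio is 0.227 and without c-Myc replicate 1 10.1. The rule sets the direction of these shifts, since the condition left with 1 library gains sites, so they cannot decide. In pairs of single libraries, with the same rule for both conditions, the ratio ran from 0.568 to 3.94. Stricter peaks raised the ratio, to 2.35 and 2.40 with -log10 q of at least 3 and 5. With a fold enrichment of at least 5 in all lists it was 2.80. Among sites with no peak in the other condition it was 2.20, and 2.76, 2.88 and 4.69 in these settings. The lists with a fold enrichment of at least 5 still differed in length, from 28302 peaks (untreated replicate 2) to 39575 (c-Myc replicate 2), so list length stays open there.

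Condition-only sites were weak: the median fold enrichment of untreated only sites stood at percentile 29.7 of the untreated lists on average (25.3 with no c-Myc peak), and a common site needs a peak in all 4 lists, which by itself favours strong sites. For c-Myc only sites the median stood at percentile 33.5 of the c-Myc lists on average, between the bounds of 25 and 50 set for the test of whether they lie close to the calling threshold, so this remains open. If c-Myc activation added sites of ordinary strength, over 25% of the 3651 sites without an untreated peak would lie at percentile 50 or more of both c-Myc lists; 5.75% did. The bound against this explanation was 5%, so the share met neither bound set beforehand, although it is far nearer to the lower one. The upper 95% limit of the share (Wilson) was 6.55%. The upper quartile of these sites stood at percentiles 43.7 and 45.5 of the lists of c-Myc replicates 1 and 2. For the 3651 sites as a set, these values argue against ordinary strength, a reading made after they were seen. Having no untreated peak by itself favours weak sites, so a smaller part of ordinary strength stays open. Of the untreated only sites with no c-Myc peak, 2.35% lay at percentile 50 or more of both untreated lists. For common sites in the c-Myc lists the share was 61.4%. Whether the c-Myc only sites lie close to the calling threshold remains open.

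Among sites with no peak in the other condition, a CTCF motif was at 15.3% of c-Myc only and 7.90% of untreated only summits, a difference of 7.39 percentage points. Different strength of the peaks was tested by weighting both classes to the same 5 bins of their lists by fold enrichment (4 with enough sites): the difference was 6.62 points, above the bound of 4, with a 95% interval from 4.80 to 8.33 over sites drawn with replacement, chosen after the difference was seen, so strength as measured here is not the whole cause. Of the 3 divisions into pairs, too few for a share under 0.05, 2 gave a difference as large, and the highest other was 7.94 points, for replicate 1 libraries against replicate 2 libraries. For AP-1 motifs the real division gave the largest difference, 9.84 points against 6.75 and 3.58, but 3 divisions are too few to decide. Each condition had 1 library of each replicate number, so a difference between replicate numbers is balanced over the conditions. For CTCF motifs the 7.94 points between replicate numbers show how far pairs of libraries can differ without c-Myc. Whether the difference of 7.39 points exceeds such spread cannot be decided with 3 divisions, and an effect of c-Myc stays open beside it.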

How the results depend on the processing

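The pairs of single libraries, the lists matched in background depth and the strength of sites without a peak in the other condition were chosen after seeing the data. The CTCF and AP-1 shares stayed above their flanking windows and kept their direction against common sites under every alternative run. None of these alternatives matched common sites for strength. The E-box share at common and c-Myc only sites also stayed above flanking windows. Against common sites the E-box was also tested at sites with no peak in the other condition, the only alternative run for it. For c-Myc only sites of c-Myc replicate 1 the difference was 0.434 points, and 0.479 points there. It no longer passed (Fisher's exact test, adjusted p = 0.160). In c-Myc replicate 2 it was 0.217 and 0.342 points and passed in neither setting. At untreated only sites it passed in neither library, and its sign changed in both. The distance to common sites stayed longer for c-Myc only than for untreated only sites, but its size moved by over 1.5 times, as given below. Sizes moved by over 1.5 times without single libraries: the AP-1 difference of c-Myc only from common sites was 5.80 points, but 1.72 without untreated replicate 2 and 3.77 without c-Myc replicate 1 (3.25 at sites with no untreated peak); that of untreated only from common sites was 9.44, but 6.00 without untreated replicate 1; and the CTCF excess over flanking windows at untreated only sites was 11.9, but 7.47 without c-Myc replicate 1. None of the 20 list results passed the threshold under any of the 160 alternatives, which shows no stability, and differences changed sign, as at the RT-qPCR genes (c-Myc only, -15.7 to 18.5 points). The ratio of peaks per library was 1.09 as a replicate block, the geometric mean within each replicate number, and ranged from 0.946 to 1.26 without each library in turn. With 2 libraries per condition no exact permutation test of the peak number can reach 0.05. Unless said otherwise, the cause was not tested.

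With a fold enrichment of at least 5, c-Myc cells had 27869 and untreated cells 22716 sites, of which 19850 were common. Another 8019 were c-Myc only (2893 with no untreated peak). Untreated only were 2866 (617 with no c-Myc peak, 1093 with -log10 q of at least 5). The ratio of these classes was 2.80, and 1.28 with lists of equal length (8248 c-Myc only). With a peak in either replicate, which admits more sites by construction, there were 77577 sites in c-Myc and 73714 in untreated cells, 59529 common and 14185 untreated only sites, and the ratio was 1.27. Without each library in turn, a condition with 1 library needs a peak in that alone. This rule lowers the ratio without an untreated library and raises it without a c-Myc library. The ratio was 0.227 without untreated replicate 2 (reversed), 1.02 without untreated replicate 1, 4.28 without c-Myc replicate 2 and 10.1 without c-Myc replicate 1. Sites in untreated cells ran from 44023 to 67941, c-Myc only sites from 5104 to 28017 (5104 to 13321 with no untreated peak) and untreated only sites from 2766 to 22444 (2766 to 11493 with no c-Myc peak).

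In pairs of single libraries, c-Myc replicate 1 against untreated replicate 1 gave 69246 sites in untreated cells, 19888 untreated only sites and a ratio of 0.568, which is reversed. Against untreated replicate 2 it gave 19676 c-Myc only and 9958 untreated only sites. For c-Myc replicate 2, untreated replicate 1 gave 68537 sites in untreated cells, 15209 untreated only and a ratio of 1.07, and untreated replicate 2 gave 25992 c-Myc only sites and a ratio of 3.94.

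For sites with no peak in the other condition, the median percentile of c-Myc only sites was 29.0, the excess of E-boxes at untreated only sites 0.678 points, the promoter share against common sites -0.89 points (c-Myc only) and -0.283 points (untreated only), both reversed, untreated only against c-Myc only 0.607 points, and 0 chromosomes differed in their share of c-Myc only sites (7 with lists of equal length, 3 as reported). The E-box excess at untreated only sites was 0.457 points in windows of 50 bp, which did not pass the test. Nor did it pass at sites with no c-Myc peak (0.678 points) or without c-Myc replicate 1 or 2 (0.515 or 0.735 points). Without each library in turn it ran from 0.515 to 0.951 points, the promoter differences from 0.419 to 1.39 (c-Myc only against common), -0.186 to 4.74 (untreated only against common, reversed without c-Myc replicate 1) and -1.57 to 4.18 (untreated only against c-Myc only, reversed without c-Myc replicate 1), and the number of chromosomes from 0 to 10.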

Differences from the paper's values

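The study's Reporting Summary gives the paper's value of 20 reads per sample in units of 1000000. In this unit the reads recovered from the 4 SMC1 peak lists were 38.3 ± 3.72 (SD, n = 4), from 34.9 to 43.4, if the mappable genome is taken as 2700000000 bp and fragments as 200 bp; none of the alternatives set before the data were examined bears on this value. The 5 site counts that the paper gives were met exactly.

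The paper describes the c-Myc-specific peaks as absent from control samples. Of the 12390 c-Myc only sites, 8739 (70.5%) had a peak in 1 of the 2 untreated libraries, and 3651 had none; the count of the paper is that of sites without a peak in both untreated libraries. The methods of the paper name CTCF as the top motif of each of the 3 classes. By the share of summits with a match, CTCF was above AP-1 at common sites (42.8% against 11.6%), slightly below it at c-Myc only sites (16.5% against 17.5%) and below it at untreated only sites (13.3% against 21.0%), where Fig. 2d also shows AP-1 motifs. This order rests on the mismatches allowed: with up to 2, CTCF was at 39.1% of c-Myc only (12.4% of flanking windows) and 36.5% of untreated only sites (13.8% of flanking windows), above AP-1 in both. With no peak in the other condition, CTCF was at 15.3% and AP-1 at 14.9% of c-Myc only sites, and CTCF at 7.90% and AP-1 at 24.7% of untreated only sites. As a ratio to the flanking windows CTCF was above AP-1 in each class (25.9 against 3.55, 13.0 against 5.06 and 9.53 against 6.40), but not at untreated only sites with no c-Myc peak (4.94 against 7.67). The motif discovery that the authors ran was not repeated here.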

Other observations

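The c-Myc only sites lay a little farther from the nearest common site than the untreated only sites, with medians of 14.6 and 12.6 kb (permutation test across sites, p = 2e-05). The difference was 0.0638 in log10 of the medians, and 0.114 at sites with no peak in the other condition. Without each library in turn it ran from 0.0484 (without c-Myc replicate 2) to 0.115 (without untreated replicate 1). Chromosomes differed little in the balance of the classes. Of condition-only sites, 68.1% were c-Myc only; the share was 64.3% on chromosome 2, 72.9% on chromosome 4 and 74.2% on chromosome X, the 3 of 23 chromosomes with an adjusted p under 0.05 in Fisher's exact test (7 without adjustment). Among sites with no peak in the other condition no chromosome passed, and without untreated replicate 1, untreated replicate 2, c-Myc replicate 1 and c-Myc replicate 2 the number was 10, 0, 1 and 0.

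Of the gene groups below, none passed an adjusted p of 0.05; only sites that at least 1 condition held are counted at them. Genes of the retinal pigment epithelium had 23 common, 12 c-Myc only and 2 untreated only sites (c-Myc only 32.4% against 22.6% in random lists, permutation p = 0.134, adjusted p = 0.535). Both held sites of OTX2, a transcription factor of this tissue, were c-Myc only with no untreated peak, and RPE65 and TYR had 1 held site each, which was common. Genes of other cell types had 15 common, 5 c-Myc only and 0 untreated only sites (c-Myc only 25.0% against 22.7% in random lists, permutation p = 0.982; untreated only 0% against 10.5%, permutation p = 0.206). The genes that the study measured by RT-qPCR had 8 common, 2 c-Myc only and 1 untreated only sites, and those drawn in Fig. 2c had the same numbers; of the former, both held sites of MAU2, which encodes a subunit of the cohesin loader, were common and the held site of PAICS was c-Myc only.

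CTCF motifs were less frequent in promoters than elsewhere in each class, at 22.5% ± 0.233 (SD, n = 4 libraries) of common promoter sites and 50.1% ± 0.128 of common sites between genes. AP-1 motifs were most frequent at untreated only sites between genes, at 28.1% ± 0.841 (SD, n = 2). By strength, AP-1 motifs were at similar shares in the 3 weaker of the 5 bins and at lower ones in the 2 stronger bins: 18.6%, 19.7%, 19.7%, 14.4% and 4.80% in untreated replicate 1 and 16.7%, 17.7%, 17.6%, 12.2% and 4.28% in c-Myc replicate 2, from the weakest to the strongest. After weighting to the same strength, AP-1 motifs were at 14.9% of c-Myc only and 25.4% of untreated only sites with no peak in the other condition.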
